# Local Chromatin Features Including PU.1 and IKAROS Binding and H3K4 Methylation Shape the Repertoire of Immunoglobulin Kappa Genes Chosen for V(D)J Recombination

**DOI:** 10.3389/fimmu.2017.01550

**Published:** 2017-11-17

**Authors:** Louise S. Matheson, Daniel J. Bolland, Peter Chovanec, Felix Krueger, Simon Andrews, Hashem Koohy, Anne E. Corcoran

**Keywords:** V(D)J recombination, immunoglobulin kappa, epigenetic regulation, chromatin state, PU.1, IKAROS

## Abstract

V(D)J recombination is essential for the generation of diverse antigen receptor (AgR) repertoires. In B cells, immunoglobulin kappa (*Igκ*) light chain recombination follows immunoglobulin heavy chain (*Igh*) recombination. We recently developed the DNA-based VDJ-seq assay for the unbiased quantitation of *Igh* VH and DH repertoires. Integration of VDJ-seq data with genome-wide datasets revealed that two chromatin states at the recombination signal sequence (RSS) of VH genes are highly predictive of recombination in mouse pro-B cells. It is unknown whether local chromatin states contribute to Vκ gene choice during *Igκ* recombination. Here we adapt VDJ-seq to profile the *Igκ* VκJκ repertoire and present a comprehensive readout in mouse pre-B cells, revealing highly variable Vκ gene usage. Integration with genome-wide datasets for histone modifications, DNase hypersensitivity, transcription factor binding and germline transcription identified PU.1 binding at the RSS, which was unimportant for *Igh*, as highly predictive of whether a Vκ gene will recombine or not, suggesting that it plays a binary, all-or-nothing role, priming genes for recombination. Thereafter, the frequency with which these genes recombine was shaped both by the presence and level of enrichment of several other chromatin features, including H3K4 methylation and IKAROS binding. Moreover, in contrast to the *Igh* locus, the chromatin landscape of the promoter, as well as of the RSS, contributes to Vκ gene recombination. Thus, multiple facets of local chromatin features explain much of the variation in Vκ gene usage. Together, these findings reveal shared and divergent roles for epigenetic features and transcription factors in AgR V(D)J recombination and provide avenues for further investigation of chromatin signatures that may underpin V(D)J-mediated chromosomal translocations.

## Introduction

V(D)J recombination enables the sequential rearrangement of variable (V), diversity (D) and joining (J) gene segments in B and T cell antigen receptor (AgR) loci. This mechanism, catalysed by the RAG recombinase complex which recognises the recombination signal sequence (RSS) of each gene segment, is the essential first step in the generation of diverse AgR repertoires, transforming a couple of hundred genes into millions of different antigen specificities (1). In B cells, the immunoglobulin heavy chain (*Igh*) locus recombines first, with D to J_H_ recombination on both alleles preceding V_H_ to DJ_H_ recombination on one allele in pro-B cells (2). The joining of these genes is imprecise, due to exonuclease activity and the addition of non-templated nucleotides, partly mediated by terminal deoxynucleotidyl transferase (TdT), thereby enhancing diversity (3). Functional IgH chains are expressed on the cell surface with the surrogate light chain as the pre-B cell receptor. This promotes proliferation, differentiation to the pre-B cell stage and recombination of the immunoglobulin kappa light chain locus (*Igκ*) (4, 5).

The mouse *Igκ* locus, located on chromosome 6, is 3.2 Mb in size and contains 162 Vκ genes, 5 Jκ genes and a single Cκ gene (6). In contrast to the *Igh* locus, in which all V_H_ genes are in the same orientation, over half of the Vκ genes are in the reverse orientation with respect to the Jκ and Cκ genes (6), and their recombination leads to inversion rather than to the deletion of the intervening DNA. Whilst joining is still imprecise, light chain V-J junctions are much less diverse than *Igh* junctions since TdT is not expressed in pre-B cells (7, 8) and exonuclease activity is reduced (9). Surface expression of IgH and Igκ together as the B cell receptor (BCR) allows selection that favours productive VκJκ rearrangements and eliminates autoreactive BCRs. If necessary, recombination between the remaining upstream Vκ and downstream Jκ genes, termed receptor editing, is permitted (10); rearrangement of the second allele may also occur. The first recombination event at each allele is biased towards usage of the *Jκ1* gene, through suppression of DNA breaks at downstream Jκ genes (11).

The RAG recombinase-recruiting RSS of each V gene varies in quality, which can be quantified as the RSS information content (RIC) score, with a higher score theoretically more conducive to recombination (12, 13). However, accumulating evidence shows that whilst the RIC score provides one layer of regulation, epigenetic features including H3K4 methylation also contribute to regulation of VDJ recombination (14–20). Moreover, several transcription factors (TFs), including PAX5, IRF4, IKAROS, PU.1, E2A and P300, promote the activation and recombination of the *Igκ* locus. However, their specific contribution to shaping the repertoire is unclear (21–29), and may include long-range or local V gene roles, or a combination thereof. Loss of CTCF or of its binding sites leads to increased transcription and usage of J-proximal V genes in the *Igh* and *Igκ* loci. This suggests a role in long-range looping of the locus, bringing the distal V genes into proximity with the (D)J region (30–34). Deletion of PAX5 or YY1 also reduces distal V_H_ gene recombination in the *Igh* locus (35, 36). However, these general biases towards proximal recombination cannot explain why genes that are close to each other and similar in sequence can recombine at substantially different levels. A recent RNA-based, high-throughput analysis of the expressed mouse Vκ gene repertoire revealed that it was highly variable across the locus (37). Similarly, a DNA-based assay revealed diverse but variable Vκ gene usage in mouse splenic B cells (38); both studies also revealed that the Vκ repertoire for each Jκ gene differed. Highly represented Vκ genes in the RNA repertoire interact more frequently with *Igκ* enhancers compared to genes represented at low levels, and E2A has been implicated in orchestrating these interactions (39, 40). YY1 may direct the recombination of specific Vκ genes since expression of a YY1 mutant lacking a Polycomb Group binding domain resulted in a skewed repertoire in mouse pre-B cells (41), although a concomitant decrease in receptor editing may contribute to this finding. Thus, the features of the *Igκ* locus that determine the capacity of each Vκ gene to recombine, and the nature of their contribution, are poorly understood.

We recently developed the DNA-based VDJ-seq assay for unbiased high-throughput quantitation of *Igh* V_H_ and D_H_ repertoires and applied it to mouse bone marrow pro-B cells (14). By integrating our VDJ-seq data with genome-wide datasets for numerous histone modifications and TFs, we identified two mutually exclusive chromatin states: an architectural state, characterised by binding of CTCF and RAD21, and an enhancer state, characterised by binding of IRF4, PAX5 and YY1 and by histone modifications associated with enhancers and transcriptional activation. These chromatin states form at the RSS of V_H_ genes, and both are highly predictive of active recombination (14). Moreover, they are enriched at non-canonical genome-wide binding sites for the recombinase enzymes that catalyse V(D)J recombination (42–44), suggesting these states may also be permissive for the aberrant recombination events that underpin B cell leukaemias. The extent to which the chromatin signatures that underpin V(D)J recombination are shared between AgR loci is unknown. Moreover, whether a consensus signature exists that is predictive of susceptibility to aberrant recombination remains poorly understood.

Whilst the expressed Vκ gene repertoire has been quantified in pre-B cells (37), this does not accurately reflect the comparative frequency of recombination of each gene at the DNA level. This is because RNA quantity is an indirect measure of recombination frequency and is affected by factors that include different Vκ gene promoter strengths, the ratios of productive (in-frame):non-productive rearrangements, and transcript stabilities. For example, many recombined Vκ pseudogenes will not be detected in an RNA-based assay. However, 11 pseudogenes were detected in the DNA repertoire of splenic B cells (38), and the frequency of these events is much higher in pre-B cells, before non-functional rearrangements have been removed (45, 46).

In this study, we adapt the VDJ-seq assay for the unbiased profiling and analysis of the VκJκ repertoire, and present a comprehensive inventory of Vκ gene usage in mouse bone marrow pre-B cells, the pre-selection population of B cells in which recombination is taking place. We additionally build a novel two-step machine learning model to study the relationship between the primary Vκ gene repertoire and locus-wide profiles of chromatin features and transcription. Our results both confirm previous findings concerning the potential mechanisms that underpin recombination of the *Igκ* locus, and substantially advance our understanding of these regulatory mechanisms. We found that local chromatin features are highly predictive of whether a given Vκ gene is recombined or not, and of its recombination frequency. In contrast to the *Igh* locus, we observed that not only the RSS but also the Vκ gene promoter and its surrounding chromatin contribute to recombination frequency. We identified PU.1 binding at the RSS as a crucial feature in determining whether or not a Vκ gene will actively recombine, whilst IKAROS binding and H3K4 methylation are important in promoting a higher frequency of recombination. Moreover, whilst some local chromatin features that drive recombination are shared with the *Igh*, the regulatory mechanisms contributing to recombination of these two AgR loci are substantially different.

## Materials and Methods

### Primary Cells

C57BL/6 (WT) and *Rag1^–/–^/VH81X* mice were maintained in accordance with local and Home Office rules and ARRIVE guidelines under Project Licence 80/2529.

For each biological replicate, bone marrow from nine 6- to 8-week-old *Rag1^−/−^/VH81X* mice (47, 48) or from fifteen 12-week-old male wild-type (WT) C57BL/6 mice was incubated with biotinylated antibodies against CD11B (MAC-1; ebioscience), Ly6G (Gr-1; ebioscience), Ly6C (Abd Serotec), TER119 (ebioscience), and CD3E (ebioscience) followed by incubation with streptavidin MACs beads (Miltenyi), to deplete macrophages, granulocytes, erythroid lineage, and T cells. Pre-B cells (surface IgM*^−^*CD25^+^B220^+^CD19^+^) were then flow sorted on a BD FACSAria in the Babraham Institute Flow Cytometry facility. Antibodies used were CD45R BV421 (B220, RA3-6B2, Biolegend), CD19 PerCP-Cy5.5 (1D3, BD Pharmingen), CD25 APC (PC61.5, eBioscience), and IgM PE (eB121-15F9, eBioscience). Sort purities were all greater than 92%.

### VDJ-Seq

#### VκJκ-Seq Assay

The VDJ-seq assay (14) was adapted for analysis of the *Igκ* repertoire (Supplementary Text S1 and Figure S1 in Supplementary Material). DNA was isolated from flow sorted pre-B cells using a DNeasy kit (Qiagen) and 10 µg was sonicated to 400 bp using a Covaris E220 sonicator. Except where AMPure XP beads were used, all following reactions were cleaned up by column purification (Qiagen QIAquick PCR purification kit). Fragmented DNA was end-repaired and A-tailed using standard protocols. Samples were divided in half and short asymmetric adaptors, including a molecular identifier and one of the two different anchor sequences, were ligated to both ends of all fragments (T4 DNA ligase, NEB; 16°C overnight); the two ligations were then pooled. Primer extension (8 µl × 50 µl; 2 U NEB Vent Exo-polymerase per reaction) using biotinylated primers that anneal downstream of all functional Jκ genes (Jκ1, 2, 4, and 5) allowed for the enrichment of fragments that contain a Jκ gene using streptavidin beads (My-one C1; Invitrogen), following the manufacturer’s protocol with incubation overnight, rotating at room temperature (20 µl beads per sample). After washing the beads, four cycles of PCR amplification off the beads were performed, using an Illumina PE1 primer corresponding to the long strand of the asymmetric adaptors, in combination with Jκ-specific PE2 primers (4 µl × 25 µl; Pwo master mix, Roche). A second primer extension reaction (4 µl × 50 µl) using biotinylated primers that anneal within intergenic regions upstream of each functional Jκ gene (i.e., present only when unrecombined) was then performed. Unrecombined sequences were removed using streptavidin beads with a 4 h incubation at room temperature. The remaining DNA fragments, containing the Vκ-Jκ recombined sequences, were further enriched, with 11 additional PCR cycles using the same PE1/Jκ-PE2 primers as above. PCR products were cleaned up and small products removed, using AMPure XP beads (1×; Beckman Coulter). A final PCR amplification of five cycles was performed to add the flowcell-binding portions of the PE1 and PE2 adaptors, including Illumina Truseq bar codes within PE2. Final libraries were purified and size-selected by double-sided AMPure XP bead purification (0.5× followed by 1×), before quality control using a high sensitivity DNA assay on the Agilent Bioanalyzer, and KAPA qPCR (Illumina library quantification kit, KAPA Biosystems). Libraries were sequenced on the Illumina HiSeq, with 2 × 100bp paired end sequencing. Sequences of all oligonucleotides used and the cycling conditions are provided in Table S4 in Supplementary Material.

#### VκJκ-Seq Pipeline

We adapted our Babraham LinkON pipeline (14)^1^ for processing of VκJκ-seq data. Briefly, sequences were demultiplexed based on Truseq barcodes and trimmed for adaptors and low quality (Phred < 20) using TrimGalore version 0.3.8 (Babraham Bioinformatics^2^). Due to the similarity of the J primers, the sequencing quality can drop at positions 3–4 for the J reads (Read 2). The first four bases were, therefore, trimmed off all J read sequences (using the option—clip r2 4 in Trim Galore). Chimaeric J reads produced through mis-priming of a Jκ gene with the incorrect Jκ-PE2 PCR primer were identified by examining the sequence immediately downstream of the primer binding sites, and a find-and-replace step was used to replace the incorrect Jκ primer sequences within commonly occurring chimaeras with the correct primer sequence. Thereafter, the Jκ primer (“bait”) sequences were used to assign each read to the corresponding Jκ gene. Any sequence without a bait was discarded. Sequences were further filtered to exclude any that had less than 20 bases downstream of the bait in Read 2, or that did not include one of the two anchor sequences following the molecular identifier in Read 1. The V end reads (Read 1), excluding the first 15 bases, which comprise the molecular identifier and anchor sequence, were aligned to the NCBIM37/mm^9^ mouse genome assembly using Bowtie version 1.1.0 (49), discarding multi-mapping hits (options: “-m 1—strata—best”). The data were de-duplicated based on: the sequence of the molecular identifier (6N); the sequence downstream of the bait in Read 2, which includes the Vκ–Jκ junctions; and the start position of the V read alignment. Any paired reads identical for all criteria were considered to be PCR duplicates, and only one was retained. Finally, aligned Read 1 sequences were produced as output as Bowtie mapped unique_V-BAM files. The entire pipeline is documented in more detail here: https://github.com/FelixKrueger/BabrahamLinkON/blob/master/run_VkSk-Seq_pipeline.md. Read counts for each stage of the pipeline are shown in Figure S2A in Supplementary Material.

### Quantification of Vκ-Jκ Recombination

BAM files of aligned V reads were loaded using default parameters into Seqmonk version 1.37.1 (Babraham Bioinformatics^3^), a tool for the visualisation and analysis of next generation sequencing data. Based on examination of the reads, two Vκ gene annotations were corrected (Supplementary Text S2). V reads on the same strand as the gene were then counted within windows extending 750 bp upstream (with respect to the gene orientation) from the 3′ end of each Vκ gene, for each Jκ gene separately. Read counts were normalised to the replicate with the median number of reads (replicate 1), either across all Js, or just for Jκ1-associated reads. For Jκ1-associated V sequences, the median of the normalised replicates for each Vκ gene was used as the recombination frequency in downstream analyses. The mappability (defined as the percentage of all possible 85 bp sequences over a given window that can be mapped uniquely) over 350 bp windows upstream of each Vκ gene 3′ end (within which the vast majority of VκJκ-seq reads are localised) was calculated, and where stated, genes with low mappability (below 70%) were excluded. Only 11 genes fell into this category, 10 of which actively recombine, and only 4 of these had mappability below 60%. 

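Of the 11 Vκ genes with mappability under 70%, 10 were active with Jκ1. The 4 with mappability under 60% were Vκ5-43 and Vκ5-45, at 49.7% each, and Vκ8-16 and Vκ8-23-1, at 32.9% each. Reads from such genes can map to a near-identical family member, and the multi-mapping ones were discarded by the authors, so the counts of these genes are uncertain.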

Quantitated data and other information relating to each Vκ gene is provided in Table S1 in Supplementary Material.

### IMGT HighV-QUEST Analysis

To facilitate analysis by IMGT HighV-QUEST, a tool for the high-throughput analysis of V(D)J-recombined sequences (50), V and J sequences were first merged, and any gaps filled in, as described previously (14). *Igκ* rearrangements were then analysed by IMGT HighV-QUEST, with default parameters. Complementarity determining region 3 (CDR3) lengths and productive versus non-productive rearrangement data were obtained from the “Summary” file.

### Definition of Active and Inactive Genes

We defined active genes as those that were significantly enriched (padj < 0.01) for VκJκ-seq reads compared to the Vκ region as a whole, using a binomial test. Thus, the probability was defined as the length of the window in which reads were quantified, as a fraction of the total length of the Vκ region, *n* as the rounded median of normalised read counts for each gene, and *N* as the rounded median of normalised read counts across the entire Vκ region.

### ChIP Co-Localisation and Enrichment Analysis

ChIP peaks (including DHS) were called using MACS peak calling algorithm (51). MACS 1.4, which performs better with broad peaks was used for H3K27me3 with pvalue cutoff = 1.00e−02. For all the remaining features, MACS2 was used with pvalue cutoff = 1.00e−05. The number of peaks over the *Igκ* locus for each dataset is shown in Table S3 in Supplementary Material.

For each Vκ gene, we calculated the distance from the centre of the gene to the closest upstream and closest downstream (defined with respect to the gene orientation) peak summits. If a peak summit was located upstream of the gene centre, and within 1 kb of the gene start site, it was labelled as promoter-associated; conversely any peaks with summits located downstream of the gene centre and within 1 kb of the gene 3′ end were labelled as RSS-associated.

Relative enrichment for ChIP-seq datasets was calculated as the number of reads over a given window, relative to the average number of reads within windows of identical size across the entire *Igκ* locus.

### Phylogenetic Analysis

A phylogenetic tree of C57BL/6 mouse Vκ gene germline sequences, based on NCBI Reference Sequence: NG_005612.1^4^ but with the corrected annotations detailed in Supplementary Text S2, was constructed using the Phylogeny.fr tool, without including alignment curation (52, 53). Multiple sequence alignment was performed with MUSCLE (54), and the maximum likelihood used for tree construction (55, 56). The tree was visualised using the R package ggtree (57), and nodes comprising the majority of each Vκ gene family were collapsed.

### Computational Approach

Our computational approach comprises an unsupervised and a supervised step. In the unsupervised step, we set out to interrogate the chromatin landscape of the *Igκ* locus through integration of the histone modification, DNase hypersensitivity (DHS), germline transcription, and TF-binding profiles included in this study. The supervised step is constructed in two layers: first, we train a Random Forest Classifier (RF-C) C(X) to predict whether a given gene is active or not; second, we construct a Random Forest Regression (RF-R) model R(X) to predict the frequency of recombination of a given active gene. In what follows, we describe both steps in more details.

#### Chromatin Segmentation Analysis

For the supervised step, we used EpiCSeg (58), which combines the input features for the segmentation and characterisation of a context-specific chromatin landscape. EpiCSeg was originally developed to learn the epigenomic landscape from histone marks. However, we chose this algorithm instead of its commonly used counterparts, such as chromHMM (59), which works well for combinations of TFs and histone marks. This was because while the underlying mathematical modelling is very similar, it bypasses the binary mode of chromHMM and allows the user to proceed with continuous values, preventing loss of information and overfitting, which is particularly useful for analysis of a single large locus.

For this, we divided the locus into 200 bp non-overlapping bins and calculated the enrichment of each feature over all bins using bedtools (60) multibam coverage function. As an input for EpiCSeg, we constructed a raw read-counts matrix X in which x_{ij} corresponds to the enrichment of feature i in bin number j. We ran EpiCSeg with varying numbers of states ranging from 3 to 15.

The A or E state were assigned to the promoter or RSS, if they overlapped a window extending from the centre of the gene to 500 bp up- or downstream, respectively, with the exception that if the A/E state segment did not overlap with the gene start, and its centre was downstream of the gene centre, it would be assigned to the RSS but not the promoter, or vice versa.

### Random Forest Classification and Regression Models

For the unsupervised step, we first trained a RF-C to predict whether a Vκ gene is “active” or not. We then constructed a RF-R model to predict the recombination level of an active gene. We chose RF since it is generally accepted to be superior in tackling high dimensionality (relatively high number of features with low number of samples for the training) and co-linearity between the features (61).

Read counts for DHS-seq, ChIP-seq, and RNA-seq data were generated using Seqmonk, within four distinct windows for each Vκ gene: “promoter,” extending from 500 bp upstream of the start of the gene to its centre; “RSS,” extending from the centre of the gene to 500 bp downstream of its 3′ end; and “upstream” and “downstream” windows, extending from 500 bp to 3 kb up- or downstream of the gene start or end, respectively. In addition to these four windows for each of the genome-wide datasets, giving a total of 76 chromatin features, we also included three genetic features. These were: the RSS RIC score, the orientation (or strand) of the Vκ gene, and the distance from the Vκ gene to Jκ1. All of these features, except for the gene orientation, were projected between 0 and 1. These 79 features were considered as the explanatory variable for both the RF-C and RF-R.

The response variable for RF-C was the binary recombination classes (active and inactive), which were defined as described above. For RF-R, the log2-transformed median of the normalised recombination frequencies of active genes was used as the response variable.

Both the RF-C and RF-R approaches were performed with 10-fold cross-validation: 10% of genes were assigned to the test set each time, with every gene included in a test set exactly once. The number of trees generated for each fold was 1,000. For the initial RF-C including all features, the number of features tried at each step was set to 20; for all other models default parameters were used. The average importance of each feature, and SE across the 10-folds, was recorded. For the classification model, the performance was assessed by calculating the percentage of correct predictions (accuracy) across all ten test sets: this was calculated overall, as well as for the active Vκ genes (giving a measure of the sensitivity with which we could identify an active gene) and inactive genes (which gives a measure of specificity). We also calculated the F1 score as a combined measure of sensitivity and specificity. To assess the performance of the regression model, we used the root mean squared error (RMSE) for the predicted recombination frequencies compared to the observed values across all ten test sets. The RMSE gives a measure of the SD in errors, thus 68% of our predictions are expected to have an error within this range. Since our recombination frequencies are log2-transformed, an RMSE of *x* corresponds to a 2*^x^*-fold difference between the predicted recombination frequency and the observed recombination frequency.

For model selection, we focussed on the 16 most important features from the initial classification or regression model. We trained RF classification or regression models, with 10-fold cross-validation, for all possible combinations of the respective 16 features. These models were then compared using the performance metrics described above. Our analysis was performed using the R package randomForest (62).

### Data Availability

Publicly available genome-wide datasets analysed during this study are available in the GEO repository; details including accession numbers are listed in Table 1. All were downloaded from GEO as raw short-read files (SRA) and realigned to NCBIM37/mm9 using Bowtie (49) or Bowtie 2 (63). The VκJκ-seq datasets generated in this study are available in the GEO repository with accession number GSE101606.^5^ Some of the quantitated data from this study is also provided in Table S1 in Supplementary Material.

**Table 1:** Publicly available next generation sequencing datasets utilised in our study.

Feature	Reference	Series	Accession(s)	Bowtie settings and notes
Nuclear RNA	Bolland et al. (14)	GSE80155	GSM2113570	bowtie -n 0 -m 1—best—strata— maxins 1,000
DHS (DNaseI hypersensitivity)	Revilla-i-Domingo et al. (64)	GSE38046	GSM932968	Expt. 8,439 (1). bowtie -m 1—best—strata
H3K4me1	Revilla-i-Domingo et al. (64)	GSE38046	GSM932934	Expt. 8,666 (1). bowtie -m 1—best—strata
H3K4me2	Lin et al. (39)	GSE40173	GSM987804	bowtie -m 1—best—strata
H3K4me3	Bolland et al. (14)	GSE80155	GSM2113571, GSM2113573	bowtie -n 0 -m 1—best—strata—maxins 700
H3K9ac	Revilla-i-Domingo et al. (64)	GSE38046	GSM932943, GSM932944, GSM932945, GSM932946	Expts. 8,108, 8,113. bowtie -m 1—best—strata
H3K27me3	Revilla-i-Domingo et al. (64)	GSE38046	GSM932947, GSM932948, GSM932949, GSM932950, GSM932951	Expts. 8,111, 8,116. bowtie -m 1—best—strata
CTCF	Ebert et al. (65)	GSE27214	GSM672401	bowtie -m 1—best—strata
RAD21	Ebert et al. (65)	GSE27214	GSM672403	Bowtie -m 1—best—strata
P300	Lin et al. (39)	GSE40173	GSM987808	bowtie -m 1—best—strata
PAX5	Revilla-i-Domingo et al. (64)	GSE38046	GSM932924	Expt. 8,417. bowtie -m 1—best—strata
YY1	Medvedovic et al. (66)	GSE43008	GSM1145864	bowtie -m 1—best—strata
PU.1	Mullen et al. (67)	GSE21614	GSM539538	bowtie -m 1—best—strata
MED1	Whyte et al. (68)	GSE44288	GSM1038263	bowtie -m 1—best— strata
EBF1	Vilagos et al. (69)	GSE35857	GSM876622, GSM876623	bowtie -m 1—best—strata
IRF4	Schwickert et al. (70)	GSE53595	GSM1296534	Bowtie2
E2A	Lin et al. (71)	GSE21978	GSM546523	Bowtie -m 1
BRG1	Bossen et al. (72)	GSE66978	GSM1635413, GSM1635414	Bowtie -m 1—best—strata
IKAROS	Bossen et al. (72)	GSE66978	GSM1635411, GSM1635414	Bowtie2

## Results

### VκJκ-Seq—A High-Throughput Assay for Quantification of Recombined Vκ Gene Repertoires

To quantify the usage of Vκ genes in an unbiased way from DNA, we adapted our previously reported mouse *Igh* VDJ-seq assay (14) for the mouse *Igκ* locus (Figure S1 and Supplementary Text S1 in Supplementary Material). We generated VκJκ-seq data for three biological replicates in wild-type (WT) bone marrow pre-B cells (B220^+^/CD19^+^/CD25^+^/IgM^−^), and one replicate in pre-B cells from a *Rag1*^−/−^ mouse with a rearranged *Igh* transgene (*VH81X*) (47). These *Rag1*^−/−^*/VH81X* cells lack the RAG1 recombinase, precluding V(D)J recombination, but progression to the pre-B cell stage is permitted through expression of the *VH81X* transgene. Thus, they serve as a negative control in which reads mapping to Vκ genes, indicating a VκJκ recombination event, should not be detected, giving a measure of the spurious incorporation of these reads into our libraries. Indeed, while 91.8% of unique, Jκ bait-associated reads for this library mapped upstream of unrecombined Jκ genes, only 9 reads (0.0002%) mapped to Vκ genes. Conversely, in WT pre-B cells over 30% of reads mapped to Vκ genes for all replicates. This equated to a total of 400–530,000 unique VκJκ recombined fragments for each replicate (Figure S2A in Supplementary Material), an order of magnitude greater than previous high-throughput assays of the Vκ gene repertoire (37, 38). 

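VκJκ-seq measures, on genomic DNA, which Vκ gene has joined which Jκ gene. Pre-B cells are the stage of B cell development at which the Igκ light chain locus recombines. The 3 WT replicates were each a pool of 15 mice, and the Rag1-/-/VH81X library was a pool of 9 mice. For each library, the deposited table gives the number of de-duplicated reads at each of 162 Vκ genes, separately for Jκ1, Jκ2, Jκ4 and Jκ5. Over all Jκ genes the WT replicates held 483449, 417735 and 527461 Vκ reads. The authors assigned each read to a Jκ gene by its primer sequence, aligned the V end to NCBIM37/mm9, discarded multi-mapping reads, removed PCR duplicates by molecular identifier, junction and V read start, and counted same-strand reads in windows of 750 bp reaching upstream from the 3′ end of each gene. The Vκ genes lie on chromosome 6 from 67505630 to 70654171, and Jκ1 lies at 70672556 to 70672593. From these counts, the Jκ profiles were compared with edgeR's quasi-likelihood test. For the Vκ-Jκ1 repertoire, each replicate was scaled to the replicate with the median total, and the median of the 3 scaled counts was taken as the recombination frequency, as the authors did. RIC scores, chromatin states and ChIP-seq peak classes of the genes were taken from the paper's Table S1. A p-value across genes treats each gene as a unit, and the genes of a family are not independent replicates.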

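The 9 reads of the Rag1-/-/VH81X library fell on 5 genes. Vκ5-39 had 3 reads, all joined to Jκ5, Vκ3-2 had 2 joined to Jκ1, Vκ4-77pg had 2 joined to Jκ5, Vκ11-125 had 1 joined to Jκ2 and Vκ14-126pg had 1 joined to Jκ4. All 5 genes were active with Jκ1 in WT cells. A count of 9 has an exact Poisson 95% interval of 4.12 to 17.08, which covers counting error only. With 1 library there is no replicate check of this background.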

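Reads joined to Jκ1 were the most numerous, at 175617, 149838 and 190746 in the 3 WT replicates. Jκ2 followed with 147733, 130702 and 166585 reads, then Jκ5 with 85023, 73292 and 89188, and Jκ4 with 75076, 63903 and 80942. The order of the 4 Jκ genes was the same in each replicate. At this depth 33 of the 162 Vκ genes had no read joined to Jκ1 in any replicate.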

In the *Rag1*^−/−^*/VH81X* library, we noted a slight bias towards *Jκ2* (Figure S2B in Supplementary Material), suggesting minor preferential priming of the *Jκ2* gene. However, within the VκJκ recombined fragments, over 35% of reads were associated with *Jκ1*, which usually recombines first (11), indicating that we are capturing a large proportion of the primary Vκ gene repertoire. 

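Of the Vκ reads in WT pre-B cells, 36.12% ± 0.231 (SD, n = 3 pools) were joined to Jκ1 and 31.14% ± 0.527 to Jκ2. Jκ5 accounted for 17.35% ± 0.38 and Jκ4 for 15.39% ± 0.122. The share of Jκ1 ranged from 35.87% to 36.33%, and in each replicate it lay above that of Jκ2, which ranged from 30.56% to 31.58%. The deposited counts include the authors' correction of mis-primed chimaeric reads; no correction for the efficiency of the Jκ primers was made here.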

Analysis of the sequences using IMGT/HighV-QUEST revealed that the ratio of productive:non-productive rearrangements was approximately 37:63 (Figure S2C in Supplementary Material), close to the expected two-thirds of non-productive rearrangements. Consistent with previous reports (8, 9, 38), the vast majority of functional rearrangements had a CDR3 of 9 amino acids (Figure S2D in Supplementary Material).

Using normalised frequencies for each Vκ-Jκ gene combination, we clustered the dataset based on both Vκ and Jκ genes, taking each replicate separately. While Vκ genes with poor RIC scores clearly recombine infrequently, we did not observe any relationship between the repertoire of Vκ genes and their distance from, or orientation with respect to, the Jκ genes. 

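The distance of a Vκ gene from Jκ1 and its orientation could each go with how often it is used. With Jκ1 reads neither relation passed, with a Spearman rho of 0.082 between frequency and distance across 105 active genes (permutation p = 0.403) and a two-sided permutation p of 0.176 between strands, 0.468 on the linear scale. Over functional genes only the direction of the strand difference turned (permutation p = 0.603). With reads joined to all 4 Jκ genes added together, 114 Vκ genes were active. Their frequency then had a rho of 0.223 with distance (permutation p = 0.0175), and among genes with a RIC score above −38.81 those on the reverse strand, which join by inversion, were used more than those on the forward strand, which join by deletion (mean difference −1.36 on the log2 scale, forward minus reverse, two-sided permutation p = 0.0276). The genes lay from 18385 to 3166346 bp from Jκ1. The p-values are unadjusted and treat the genes as independent, which members of a family are not. The relations with reads of all Jκ genes were not checked over functional genes only or within Vκ families.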

For each Jκ gene, the three replicates were highly correlated (Pearson correlation coefficients >0.992) and clustered more closely to each other than to the repertoires of other Jκ genes, indicating that they are associated with distinct Vκ gene profiles (Figure 1). 

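By Pearson r across all Vκ genes, the Vκ usage of replicates was closest for Jκ1, with r between 0.9977 and 0.9983. For Jκ2, r lay between 0.9944 and 0.9949, for Jκ5 between 0.9935 and 0.9955, and for Jκ4, the least deeply sequenced, between 0.9923 and 0.9943. On log2(scaled count + 1), replicates of Jκ1 were at a mean Euclidean distance of 6.66, those of Jκ2 at 7.29, of Jκ4 at 7.25 and of Jκ5 at 5.88. Jκ4 and Jκ5 profiles lay nearest to each other among different Jκ genes, at 7.63, while Jκ2 was at 14.69 from Jκ4 and 13.29 from Jκ5. Of the 12 profiles, 11 had a replicate of the same Jκ gene as nearest neighbour, and Jκ4 replicate 3 was nearest to Jκ5 replicate 2, at 7.09. With active genes only or a pseudocount of 10, all 12 had a replicate of the same Jκ gene nearest.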

Notably, the pattern of recombination to *Jκ1* segregated from the other Jκ genes. This is consistent with the preferential usage of *Jκ1* in the generation of the primary repertoire, while the other Jκ genes are subsequently used for receptor editing (11). 

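Vκ genes differed widely between the Jκ1 profile and the profiles of the downstream Jκ genes. Vκ4-81 took 351.4 of every 10000 Vκ reads joined to Jκ1 (SD 9.47, n = 3), against 142.2 for Jκ2, 79.0 for Jκ4 and 72.7 for Jκ5. This is a log2 fold change of 1.91 for Jκ1 over the others (standard error 0.05, adjusted p = 2.32e-27 from edgeR's quasi-likelihood test). In this contrast the log2 values of Jκ2, Jκ4 and Jκ5 were averaged, not their reads. Vκ4-92 went the other way, with 5.02 reads per 10000 for Jκ1 (SD 0.658) and 176.7, 117.7 and 131.7 for Jκ2, Jκ4 and Jκ5. Its log2 fold change was −4.79 (standard error 0.09, adjusted p = 1.93e-31 from the same edgeR test). Standard errors of fold changes were derived as the absolute log2 fold change over the square root of the test's F value. They are approximate, above all for large changes at low counts. Of 123 genes tested, 45 were higher with Jκ1 and 63 lower at an adjusted p under 0.05 from edgeR, and 107 of these 108 went the same way in all 3 replicates.

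The 10 genes with the largest higher values were Vκ4-81, Vκ12-98 (1.77), Vκ3-1 (1.77), Vκ10-96 (1.73), Vκ3-2 (1.61), Vκ20-101-2 (1.58), Vκ10-95 (1.43), Vκ13-84 (1.31), Vκ19-93 (1.29) and Vκ1-135 (1.28). The lower values went further from 0, with Vκ4-63 at −5.46 (standard error 0.31), Vκ4-91 at −5.02 (0.14), Vκ4-62 at −4.83 (0.40), Vκ6-13 at −4.68 (0.24), Vκ17-121 at −4.36 (0.09), Vκ7-33 at −4.26 (0.17) and Vκ2-137 at −4.10 (0.06). The pseudogenes Vκ12-67pg and Vκ1-35pg were also among the 10 lowest, but with only 2 and 8 Jκ1 reads in all, their fitted values depend on the prior count. Vκ4-62 and Vκ4-63 had 15 and 18 Jκ1 reads, those of Vκ4-63 being 2, 2 and 14 in the 3 replicates, and without replicate 3 its value was −6.84. By family, all 3 Vκ10 genes tested were higher with Jκ1 and both Vκ17 genes lower. In the Vκ8 family 2 of 11 were higher and 9 lower (3 and 6 with TMM scaling). In the Vκ6 family 2 of 9 were higher and 6 lower (3 and 6 with TMM scaling). Adjusted over the list alone, these families gave the same counts. In the Vκ4 family, the largest, 10 of 32 were higher and 20 lower, but with TMM scaling 16 were higher and 12 lower. No family differed from the other genes in its mean after Benjamini-Hochberg adjustment over 29 gene groups (lowest adjusted p = 0.149, for Vκ17, permutation test).

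The total of each profile served as its library size, a choice made here, since the authors scaled whole replicates. TMM scaling moved the median log2 fold change of all genes by 0.488 and gave 61 higher and 50 lower genes, and DESeq2 moved it by 0.264 and gave 53 and 55, so the split between higher and lower is relative to the scaling.

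**Figure D1:**
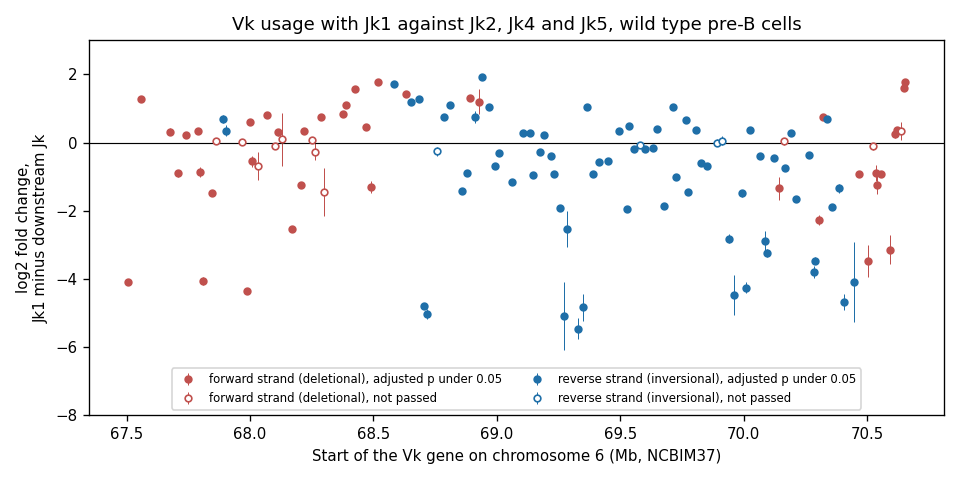
Log2 fold change of each tested Vκ gene (Jκ1 over Jκ2, Jκ4 and Jκ5) against its position on chromosome 6, for both strands. The log2 values of Jκ2, Jκ4 and Jκ5 were averaged. Bars show an approximate standard error, the absolute change over the square root of the test's F value. Filled points have an adjusted p under 0.05 from edgeR's quasi-likelihood test. Genes higher with Jκ1 reach 1.91, at Vκ4-81, while genes lower with Jκ1 reach −5.46, at Vκ4-63 with 18 Jκ1 reads.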

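Single Vκ genes also shifted among the downstream Jκ genes. Vκ10-96 was higher with Jκ2 than with Jκ5 (log2 fold change 1.34, standard error 0.07) and higher with Jκ4 than with Jκ5 (0.82, standard error 0.07), and its family member Vκ10-94 gave 1.07 and 0.80. Vκ4-80 was higher with Jκ2 than with Jκ5 (1.02) and Vκ4-91 higher with Jκ4 than with Jκ5 (0.83). Higher with Jκ2 than with Jκ4 were Vκ12-98 (1.11, standard error 0.11), Vκ8-18pg (0.96) and Vκ13-82pg (1.45, standard error 0.59), and lower were Vκ12-66pg (−1.57, standard error 0.53), Vκ6-20 (−0.87) and Vκ2-112 (−0.78). Vκ12-66pg was also lower with Jκ2 than with Jκ5 (−1.89, standard error 0.50), and Vκ8-26 (−1.20, standard error 0.41) and Vκ4-62 (−1.06, standard error 0.31) were lower with Jκ4 than with Jκ5. Of these, the differences between Jκ2 and Jκ4 for Vκ13-82pg and Vκ12-66pg and those between Jκ4 and Jκ5 for Vκ8-26 and Vκ4-62 no longer passed without replicate 3. The pseudogene Vκ9-128pg was lower with Jκ2 (−0.99) and with Jκ4 (−0.98) than with Jκ5, and Vκ18-36 lower with Jκ2 than with Jκ5 (−0.91). At an adjusted p under 0.05 from edgeR, 61 of the tested genes differed between Jκ2 and Jκ4, 75 between Jκ2 and Jκ5 and 46 between Jκ4 and Jκ5. Against Jκ1, 102 differed for Jκ2 (42 higher with Jκ1 and 60 lower), 101 for Jκ4 (41 and 60) and 105 for Jκ5 (42 and 63). With TMM scaling these splits were 63 and 43, 59 and 48, and 61 and 51, and with DESeq2 48 and 49, 51 and 54, and 49 and 53. The mean distance of the Jκ1 profiles was 20.34 from those of Jκ2, 21.13 from Jκ4 and 21.82 from Jκ5, and a tree cut into 2 clusters parted Jκ1 from the rest. A change significantly above 1.5-fold (edgeR's glmTreat) was found for 6, 12 and 1 genes in the 3 comparisons among downstream Jκ genes and for 58, 72 and 74 in those of Jκ1 with Jκ2, Jκ4 and Jκ5. The paper relates the separation of Jκ1 to earlier work, in which Jκ1 is preferred in forming the primary repertoire and the other Jκ genes serve receptor editing, the replacement of an existing light chain rearrangement by a further one.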

Since we aimed to assess the features driving recombination of the germline *Igκ* locus in the formation of the primary repertoire, we chose to focus on the *Jκ1* repertoire for further analyses (Table S1 in Supplementary Material).

**Figure 1:**
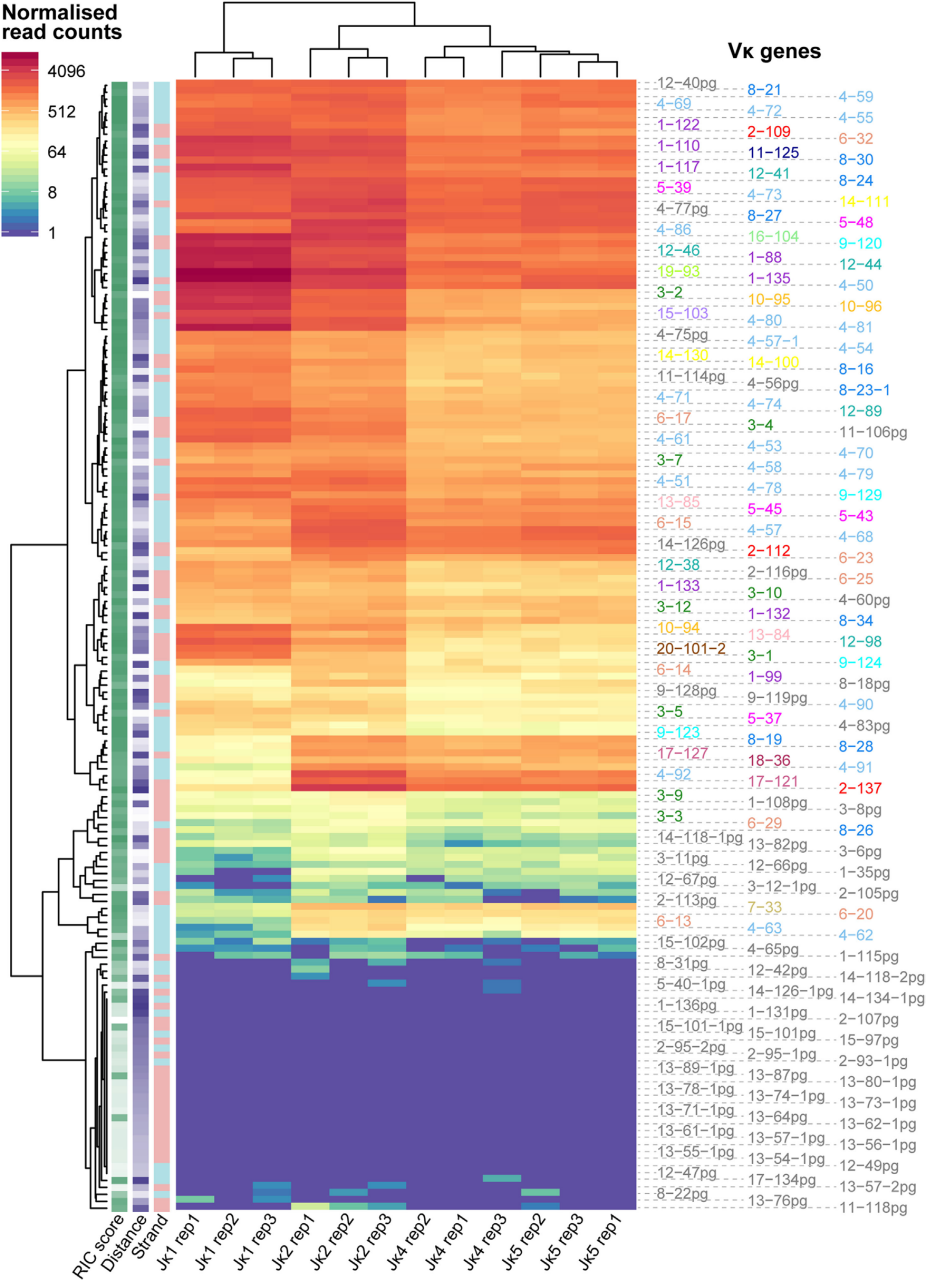
Recombination frequencies for all Jκ genes and replicates. Heatmap showing log2-transformed recombination frequencies for each Vκ-Jκ combination across all replicates. Read counts for each replicate were first normalised to the replicate with the median number of reads aligning to Vκ genes. Each row represents a Vκ gene and each column represents an individual replicate for a Jκ gene. Vκ genes and Jκ gene replicates are clustered based on the similarity of their repertoires. The strand (+, pink; −, blue), recombination signal sequence (RSS) Information Content (RIC) score (low = light; high = dark) and distance from Jκ1 (low = light; high = dark) for each Vκ gene are displayed on the left, and the colour of the Vκ gene label represents its family.

The Vκ-Jκ1 repertoire varied widely across the locus, with no clear geographical pattern (Figure 2A). 

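The most used Vκ genes with Jκ1 came from several families and positions. Vκ19-93 had a frequency of 9137 reads (9187 ± 93.4, mean and SD of n = 3 scaled replicates) and Vκ1-135 one of 8504 (8473 ± 154). Vκ4-81 had 6213 reads (SD 166), Vκ12-46 5575 (SD 157), Vκ12-44 5325 (SD 368), Vκ1-88 5316 (SD 113), Vκ16-104 5255 (SD 123), Vκ4-50 5030.0 (SD 28.5), Vκ3-2 4519 (SD 95.6) and Vκ10-96 4433 (SD 94.8). These 10 genes held 33.7% of Jκ1 reads, and the top 20 held 54.1%. Active genes in the 5′, central and 3′ parts of the locus, divided into 3 parts of equal length, had medians of 1012 (31 genes), 1214 (36) and 1042 (38).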

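Genes of a Vκ family differed greatly in their use with Jκ1. From the least to the most used active member the frequency rose 115-fold in Vκ1, 71.4-fold in Vκ4, 71.1-fold in Vκ3, 29.7-fold in Vκ8, 28.8-fold in Vκ9, 21.9-fold in Vκ13 and 21.2-fold in Vκ6. The range was narrower in Vκ2 (9.6-fold), Vκ12 (7.4-fold), Vκ5 (6.8-fold), Vκ11 (3.3-fold), Vκ10 (2.6-fold), Vκ14 (1.9-fold) and Vκ17 (1.4-fold). The least used active member was a pseudogene in Vκ1, Vκ8, Vκ9, Vκ11, Vκ13 and Vκ14. Functional genes alone ran from 128.9 to 8504.4 reads in Vκ1 and from 203.5 to 4316.2 in Vκ9, but only from 972.8 to 1309.2 in Vκ13. The median coefficient of variation between replicates of an active gene was 5.8% and the highest 27.7%, so the wide ranges are far above the error of a gene.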

The RIC scores of Vκ genes from the same family were quite homogeneous, while their recombination frequencies could vary by more than 10-fold (Figures 2B,C). Comparing the families, we noted some patterns: for example, Vκ1 genes recombine quite frequently compared to several other families, even when their median RIC score was similar (e.g., Vκ2) or higher (e.g., Vκ4). 

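Functional Vκ1 genes had a median frequency of 2735 reads (8 genes), against 1050.5 for Vκ4 (27 genes) and 358 for Vκ2 (3 genes). Their median RIC score was −13.17, against −9.5 in Vκ4 and −13.33 in Vκ2. Frequencies overlapped between the families, and the differences did not pass a two-sided exact rank sum test for Vκ1 against Vκ4 (p = 0.221) or against Vκ2 (p = 0.194). With 3 Vκ2 genes, only large differences could be detected.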

For all genes with a RIC score > −38.81, which are theoretically considered capable of recombination (12), usage of Vκ genes on the forward and reverse strands was not significantly different (Figure 2D), despite the significantly lower RIC scores of forward compared to reverse strand genes (Figure 2E). This contrasts with observations from an RNA-based assay (37) in which recombination to *Jκ1* was biased towards inversional rearrangements. Moreover, while 6 out of the 10 Vκ genes that were most frequently represented in their expressed *Jκ1* repertoire (37) are included in the top 20 of our Vκ-Jκ1 repertoire, 4 are not, and the DNA repertoire is not dominated by a small number of genes. 

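Genes on the forward strand, which recombine by deletion, had a median frequency of 417 reads (59 genes), and those on the reverse strand, which recombine by inversion, one of 939 (76 genes). The mean difference was −0.88 on the log2(frequency + 1) scale, forward minus reverse (two-sided permutation p = 0.176). RIC scores were lower on the forward strand, at −17.07 (SD 4.92, n = 59 genes), than on the reverse strand, at −14.12 (SD 5.32, n = 76 genes; two-sided permutation p = 0.00108).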

Our assay also reveals numerous Vκ genes that are more highly represented at the DNA level, including 14 pseudogenes that were not detected in the RNA repertoire. Conversely, all Vκ genes present in the expressed repertoire were detected in our assay, albeit in some cases with very low read counts. This highlights the significant contribution of transcription and posttranscriptional processes to the expressed repertoire, which would confound the aim of this study to interrogate the pre-recombination chromatin state.

**Figure 2:**
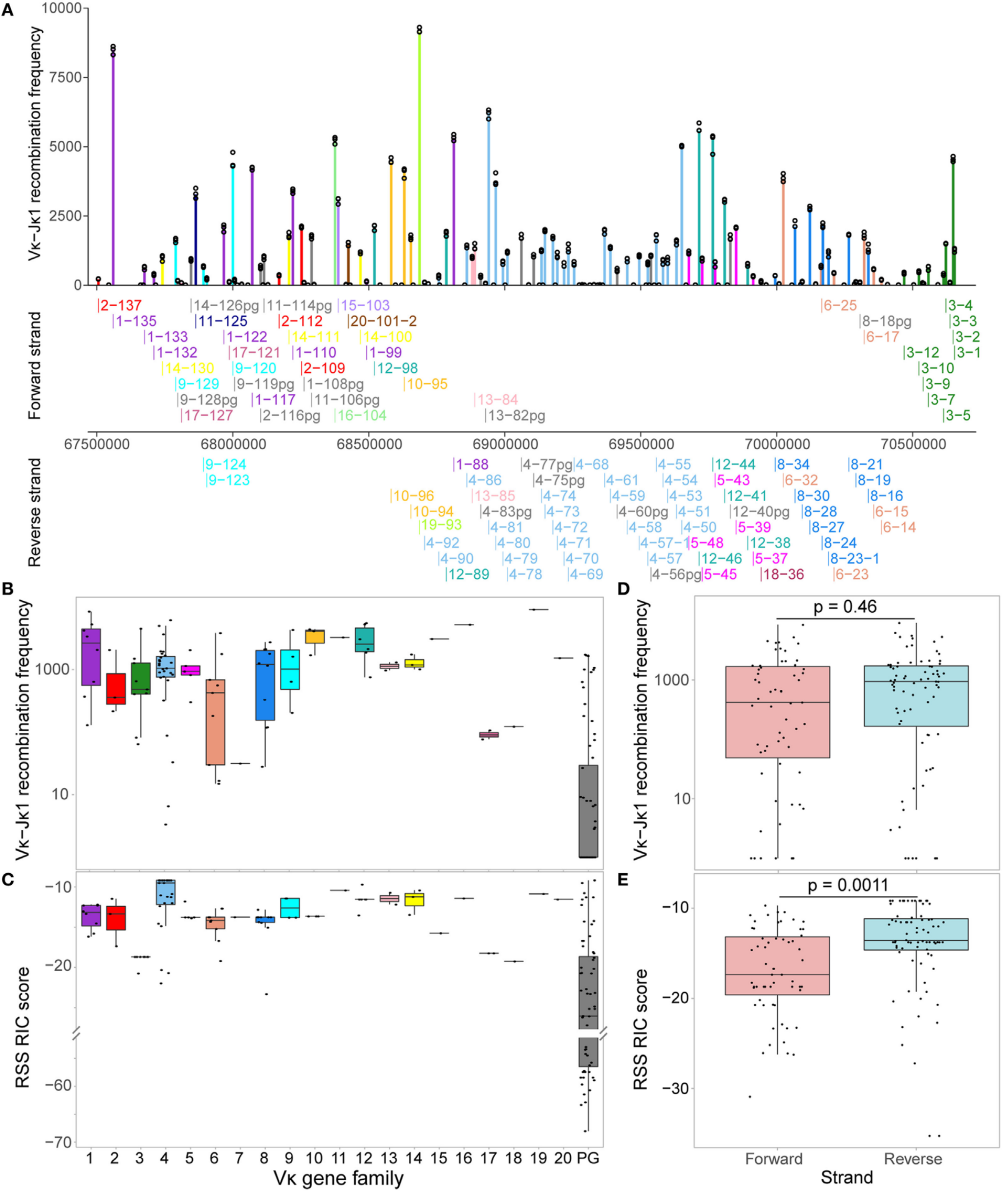
Vκ recombination to Jκ1 varies widely across the locus. **(A)** Reads associated with Jκ1 for each Vκ gene were counted for all replicates, and normalised to the replicate with the median total number of Jκ1-associated Vκ reads. Bars represent the median normalised read count, while each replicate is displayed as a circle. Genes are arranged geographically, from the 5′ end of the locus (left) to the 3′ end (J-proximal end; right). Below, names and localisation on chromosome 6 of all actively recombining Vκ genes (Figure 3A) are shown, with genes on the forward strand (that recombine by deletion) displayed above the scale bar, and genes on the reverse strand (that recombine by inversion) displayed below. Vκ gene families are represented by colour, with pseudogenes (pg) displayed in grey. **(B,C)** Normalised median recombination frequencies to Jκ1 **(B)** and recombination signal sequence (RSS) Information Content (RIC) scores **(C)** are shown for all genes in each Vκ family. The 64 pseudogenes (PG) originate from 13 out of the 20 Vκ gene families. **(D,E)** Normalised median recombination frequencies **(D)** and RSS RIC scores **(E)** for genes on the forward and reverse strands. Only genes with a RIC score > −38.81, which are considered theoretically capable of recombination, are included; *p*-values from two-sided *t*-tests are shown.

To facilitate further investigation of the Vκ-Jκ1 repertoire, we performed a binomial test to distinguish Vκ genes that are significantly recombining (padj < 0.01, Figure 3A; Table S1 in Supplementary Material). Out of 162 genes, 105 (64.8%) passed the binomial test and were labelled “active” to denote “actively recombining”; these genes were detected with a minimum of 59 reads, and included 15 pseudogenes, and are hereafter referred to as active genes. 

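The active genes ran from well-used functional genes to pseudogenes that cannot encode a light chain. The 105 active genes had a median frequency of 1149 reads, and the lowest were Vκ13-82pg (59.8 reads), Vκ3-9 (63.5), Vκ1-108pg (73.8), Vκ17-127 (76.0) and Vκ3-3 (81.0). A window of 750 bp would hold 41.8 reads if reads were spread evenly over the Vκ region. The 15 active pseudogenes had a median of 634 reads and pseudogenes as a whole held 6.36% of Jκ1 reads. The most used were Vκ11-106pg (1744 reads), Vκ4-77pg (1687) and Vκ12-40pg (1658). Of the 105 genes, 103 passed the binomial test in each replicate taken alone.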

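Below the threshold of the binomial test, 49 of the genes were pseudogenes and 8 were functional. Their highest frequency with Jκ1 was 38.0 reads, for Vκ3-8pg, and the median of the inactive pseudogenes was 0.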

The remaining 57 genes had insufficient evidence of activity, with the median read count for each below 39, and were labelled “inactive.” These inactive genes included eight Vκ genes that are considered to be functional, suggesting that they contribute little to the primary repertoire. 

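The 8 functional genes without significant Jκ1 use were Vκ4-91, Vκ4-63, Vκ4-62, Vκ7-33, Vκ6-29, Vκ8-26, Vκ6-20 and Vκ6-13. Vκ4-91 took 1.95 ± 0.363 of every 10000 Jκ1 reads (SD, n = 3) but 64.8 ± 3.66 of every 10000 reads joined to Jκ2, Jκ4 and Jκ5. Vκ7-33 took 1.89 ± 0.563 and 35.8 ± 2.73, Vκ6-20 1.74 ± 0.324 and 23.3 ± 1.95, Vκ6-13 0.809 ± 0.186 and 20.2 ± 2.48, and Vκ4-63 0.327 ± 0.353 and 16.3 ± 1.35. Downstream values were lower for Vκ4-62, at 0.295 ± 0.116 and 9.44 ± 1.49, and for Vκ6-29, at 0.903 ± 0.226 and 6.51 ± 0.83. Vκ8-26 showed the smallest step, from 1.58 ± 0.614 with Jκ1 to 4.31 ± 0.39. Their RIC scores were −20.69 for Vκ4-91, −21.99 for Vκ4-63, −43.18 for Vκ4-62, −13.75 for Vκ7-33, −14.16 for Vκ6-29, −23.33 for Vκ8-26, −16.70 for Vκ6-20 and −19.20 for Vκ6-13.

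**Figure D2:**
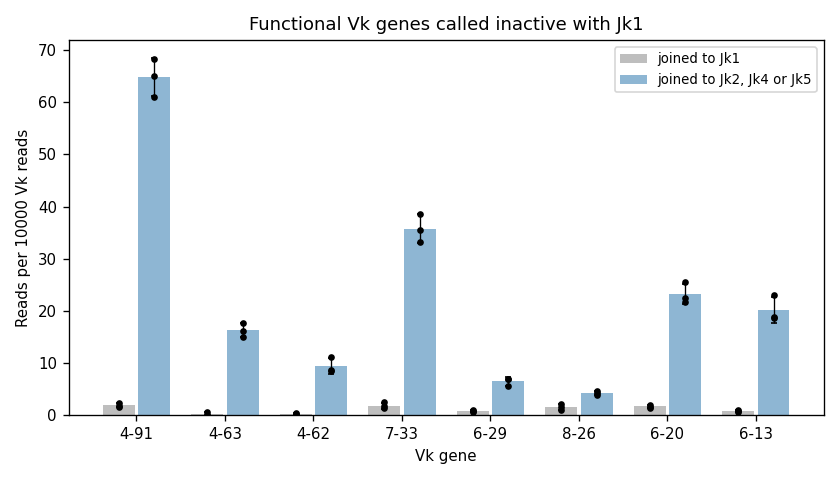
Reads per 10000 Vκ reads for the 8 functional genes inactive with Jκ1, joined to Jκ1 and to the downstream Jκ genes. Bars are means, error bars the SD and points the 3 WT replicates, and the widest gap is that of Vκ4-91, from 1.95 to 64.8.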

The usage of active genes was weakly correlated with the RIC score (*R* = 0.42; Figure 3B); however, genes with a similar RIC score could recombine at markedly different frequencies. Moreover, some inactive genes have RIC scores that are comparable to those of active genes (Figure 3C). 

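Among active genes, use with Jκ1 was higher at higher RIC scores, which rate a recombination signal sequence by its similarity to functional ones. Pearson r of log2 frequency with RIC was 0.421 across the active genes (permutation p = 1e-05, the smallest the permutations can give), and Spearman rho was 0.345 (permutation p = 0.00035). Genes of one RIC score still differed. At −9.165, 13 genes ran from 674.9 reads (Vκ4-70) to 5030.0 (Vκ4-50). At −18.691, 8 genes ran from 81.0 (Vκ3-3) to 4519 (Vκ3-2).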

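Active genes had a mean RIC score of −13.52 (SD 3.34, 105 genes) and inactive genes one of −38.11 (SD 18.11, 57 genes). The difference passed a two-sided permutation test of the rank sum (p = 1e-05, the smallest the permutations can give). The lowest RIC score of an active gene was −24.85, for Vκ8-18pg, and 21 inactive genes scored above it. They included Vκ14-118-1pg at −10.75. The best site found near its annotated 3′ end matched the consensus at only 2 of 7 heptamer and 5 of 9 nonamer bases. The search covered only about 10 bp, and the site found holds the nonamer of Vκ14-130, ACATAAACC, out of place. The RSS of Vκ14-118-1pg may thus start outside the searched stretch, and the poor match is no evidence against its score.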

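Pairs of genes with equal RIC scores show the range of use left at a given score. Of 8 genes with a score of −13.75, Vκ6-32 had 3846 reads with Jκ1, Vκ8-30 2108, Vκ6-17 1780, Vκ8-16 1263, Vκ8-23-1 1160, Vκ8-28 119, Vκ8-19 117 and Vκ7-33 30.5. Of 5 Vκ12 genes at −11.532, Vκ12-46 and Vκ12-44 were both in the top 10, while Vκ12-41 had 3069 reads, Vκ12-40pg 1658 and Vκ12-38 756.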

Importantly, a linear regression model revealed that only 17.7% of the variability in Vκ gene usage could be explained by RIC score alone (Figure 3B), highlighting the need to explore whether other mechanisms, such as chromatin features, contribute to shaping the repertoire.

**Figure 3:**
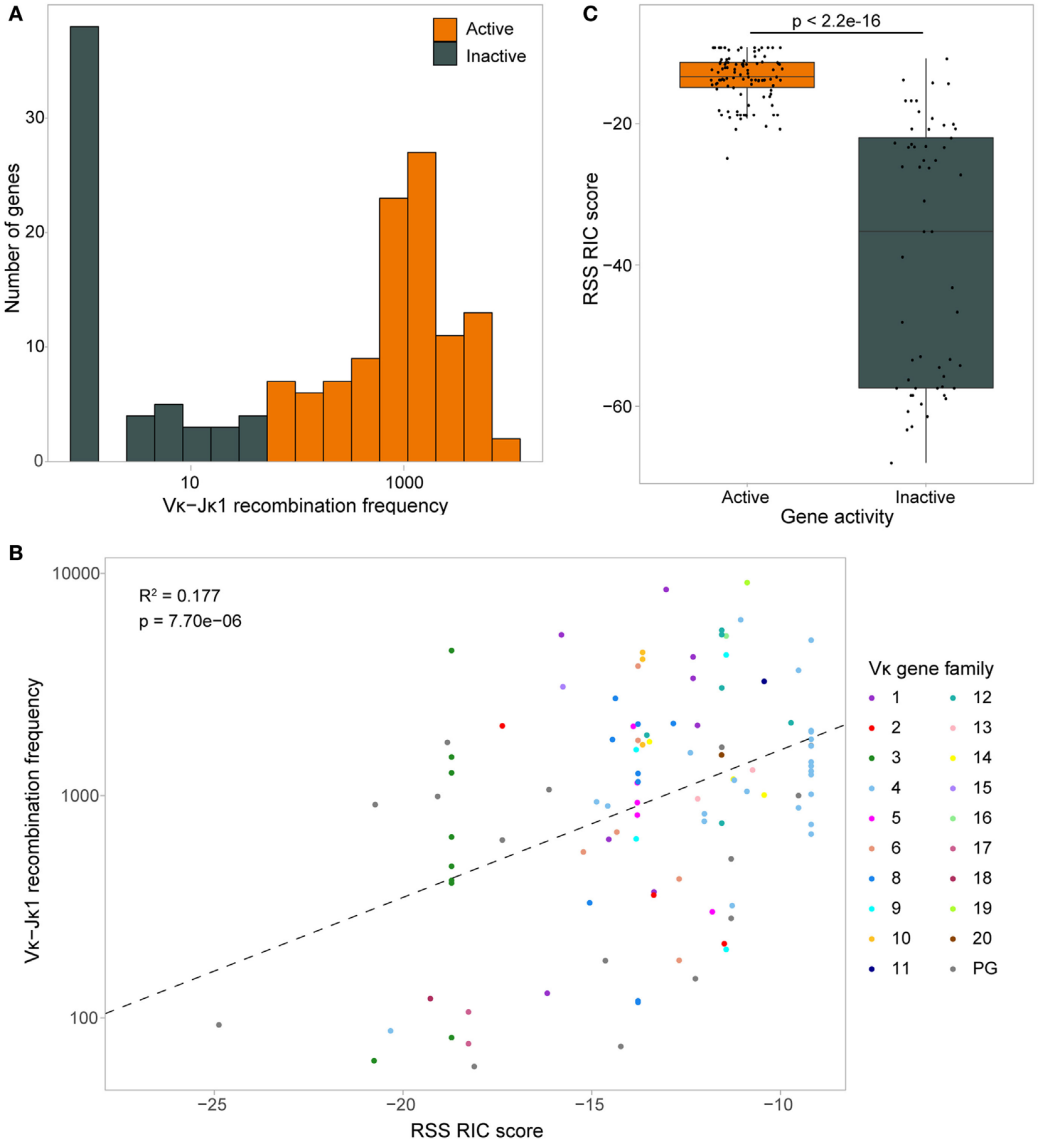
Recombination signal sequence (RSS) Information Content (RIC) score can only partially explain variation in Vκ gene activity. **(A)** Distribution of Vκ-Jκ1 recombination frequencies for all 162 Vκ genes. A one-sided binomial test was used to gauge the significance of their recombination frequency, allowing each gene to be labelled as active (fdr adjusted *p*-value <0.01) or inactive. **(B)** Dependence of active genes’ recombination frequency on RSS RIC score. Linear regression model (dashed line) reveals that only 17.7% of the variation in recombination frequency of active genes can be explained by the RIC score. **(C)** RSS RIC scores of active and inactive Vκ genes; *p*-value from a two-sided Wilcoxon rank sum test.

### Chromatin Landscape of the *Igκ* Locus

#### Colocalisation of Chromatin Features with Vκ Genes

In order to assess the contribution of chromatin features to Vκ gene recombination, we used published genome-wide datasets from mouse pro-B cell models that are developmentally stalled prior to recombination of the *Igh* locus (48, 73). There are numerous pro-B cell datasets available, and the regulatory state of the *Igκ* locus has already begun to be established by this stage (39, 40, 74). Our analysis aims to determine the importance of these early regulatory events in priming the locus for recombination, thus shaping the primary repertoire. Moreover, *Igκ* locus gene-specific studies (75, 76), as well as the small number of available pre-B cell datasets (32, 77), revealed similar enrichment of CTCF, YY1, and histone H3 acetylation in pro-B and pre-B cells. The chromatin features we chose to assess included DHS, germline transcription, and ChIP for several histone modifications and TFs (Table 1).

We first measured the distance from the centre of each Vκ gene to the summit of the closest peak for each DHS- and ChIP-seq dataset that had at least 35 peaks over the locus, both upstream (towards the promoter) and downstream (towards the RSS). Several TFs showed a bimodal distribution both up- and downstream of the Vκ genes. This was generally more pronounced for active Vκ genes, with peaks close to both promoters and RSSs (Figure 4A; Figure S3A in Supplementary Material). For some TFs, including PAX5 and IRF4, promoter-associated peaks were primarily located towards the 5′ end of the Vκ region, while PU.1 and IKAROS were also located close to promoters towards the 3′ end. Very few ChIP-seq peaks were found close to central Vκ gene promoters (Figure 4A). In contrast, RSS-associated peaks were located at Vκ genes throughout the locus. With the exception of PU.1, peaks were more frequently associated with Vκ gene promoters than with RSSs. We also noted that whilst RAD21 peaks directly mapped to only one promoter and one RSS, several peaks were located approximately 2 kb upstream of Vκ gene promoters (Figure S3A in Supplementary Material).

**Figure 4:**
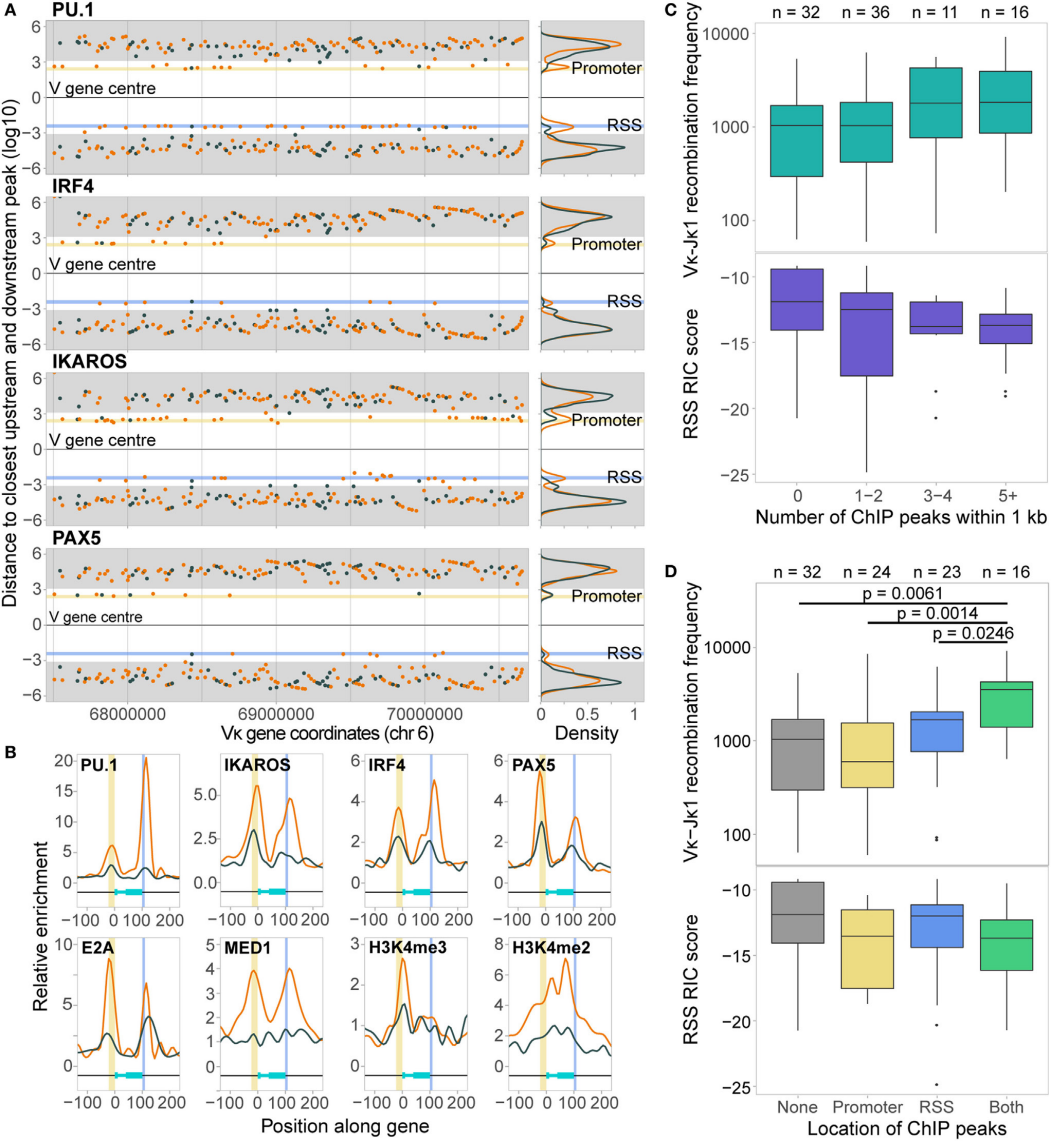
Chromatin features associate with both the promoters and recombination signal sequences (RSSs) of active Vκ genes. **(A)** Scatter plots and density plots showing the log10-transformed distances of the closest ChIP-seq peaks both up- (+) and downstream (−) from the centre of active (orange) and inactive (dark grey) Vκ genes. Yellow (promoter) and blue (RSS) shading indicates the range of distances within which 80% of the start and end sites of Vκ genes, respectively, are located. Grey shading indicates a distance of >1 kb from the Vκ gene, based on the median Vκ gene length (525 bp). **(B)** Average enrichment, relative to background, of chromatin features across all active (orange) and inactive (dark grey) Vκ genes. Genes have been scaled such that 0 and 100 represent the start and end of the gene, respectively. Yellow and blue shading indicates the location of the promoters and RSSs, respectively. **(C,D)** Median recombination frequencies and RSS Information Content (RIC) scores of active genes, excluding 10 genes that had <70% mappability. Genes are categorised based on the number of ChIP-seq peaks within 1 kb of the gene **(C)**, or the localisation of those peaks upstream (promoter) or downstream (RSS) of the gene centre **(D)**. *p*-values for Vκ-Jκ1 recombination frequency are fdr adjusted, based on a two-sided Wilcoxon rank sum test. *n* values indicate the number of genes in each category.

The localisation of TF peaks close to both the promoters and RSSs prompted us to examine the distribution of chromatin features over the Vκ genes in more detail, considering the overall enrichment of each feature without the threshold applied in peak calling. All TFs were found to be enriched over Vκ gene promoters, and most were enriched over RSSs, while the distribution of histone modifications was more variable (Figure 4B; Figure S3B in Supplementary Material). Importantly, with the exception of H3K27me3 and CTCF, the enrichment of all of these chromatin features was greater over active compared to inactive genes. 

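Active genes with at least 70% mappability were grouped by the number of ChIP-seq peaks within 1 kb. Genes with any peak had a median frequency of 1272 reads (63 genes), against 1035 for genes with none (32 genes). The 36 genes with 1 or 2 peaks had a median of 1042, the 11 with 3 or 4 peaks 1796 and the 16 with 5 or more peaks 1843. Mean RIC scores were −13.97 with peaks and −12.54 without. The difference in frequency did not pass a two-sided rank sum test (permutation p = 0.2).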

Active genes with associated ChIP-seq peaks tended to recombine more frequently, despite having poorer quality RIC scores, than those without (Figure 4C), although this was not significant. 

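Genes with peaks at both the promoter and the RSS had a median Jκ1 frequency of 3535 reads (16 genes). Genes with peaks at the RSS alone had 1680.0 (23 genes), and those with peaks at the promoter alone had 597 (24 genes). Among the genes with both, use ran from 639 reads (Vκ1-133) to that of Vκ19-93, the most used gene of the locus. Genes with a promoter peak alone ran from Vκ13-82pg to Vκ1-135, and genes with an RSS peak alone from Vκ4-92 (87.0 reads) to Vκ4-81. By two-sided rank sum tests with permutation, adjusted by Benjamini-Hochberg over 6 pairs, genes with both differed from genes with a promoter peak alone (adjusted p = 0.00126), with an RSS peak alone (adjusted p = 0.0239) and with no peak (adjusted p = 0.006). Permuting within Vκ families, the 3 adjusted p-values were 0.197, 0.349 and 0.349, and with reads of all Jκ genes that against the RSS alone was 0.151.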

Genes with peaks close to both the promoter and the RSS recombined with significantly greater frequency than genes with no associated peaks (*p* = 0.0061; Wilcoxon rank sum test) or with peaks that were only associated with the promoter (*p* = 0.0014) or RSS (*p* = 0.0246; Figure 4D). This suggests that both the promoter and the RSS are important in facilitating efficient recombination. This is in contrast to the *Igh* locus, in which TF enrichment is almost exclusively confined to the V_H_ gene RSSs (14), indicating that the mechanisms that regulate V(D)J recombination differ between V_H_ and Vκ.

#### Chromatin Segmentation of the *Igκ* Locus

In order to shed further light on how chromatin features contribute to Vκ gene recombination, we investigated the regulatory landscape of the *Igκ* locus with EpiCSeg (58). This algorithm employs a multivariate Hidden Markov Model to integrate genome-wide datasets and segment a given genomic locus into characteristic chromatin states. We used read counts over 200 bp bins covering the locus for each DHS- and ChIP-seq dataset as the input and ran the algorithm specifying an output of between 3 and 15 states.

Despite the complexity of the locus, we observed that within-class homogeneity and between-class heterogeneity is maximised with just three states (Figures 5A,B). This number and the characteristic attributes of the states are strikingly similar to our previous analysis of the *Igh* locus (14). Accordingly, we labelled these states as follows: a “Background” (Bg) state, which comprises most of the locus and shows little enrichment for any chromatin features; an “Architectural” (A) state, in which CTCF and RAD21 are enriched; and an “Enhancer” (E) state, which is enriched for several TFs and histone modifications, including PU.1, PAX5, IRF4, MED1, IKAROS, and BRG1 (Figures 5A,C). We note that our choice of three states is subjective. Running the algorithm with a higher number of states results in segregation into smaller sub-states, which display a low enrichment for a subset of the features enriched for in the A or E states, and are frequently adjacent to similar states (shown for 4–8 states in Figure S4 in Supplementary Material). This suggests that they are not distinct from the A and E state, and that the three-state model is the most appropriate.

**Figure 5:**
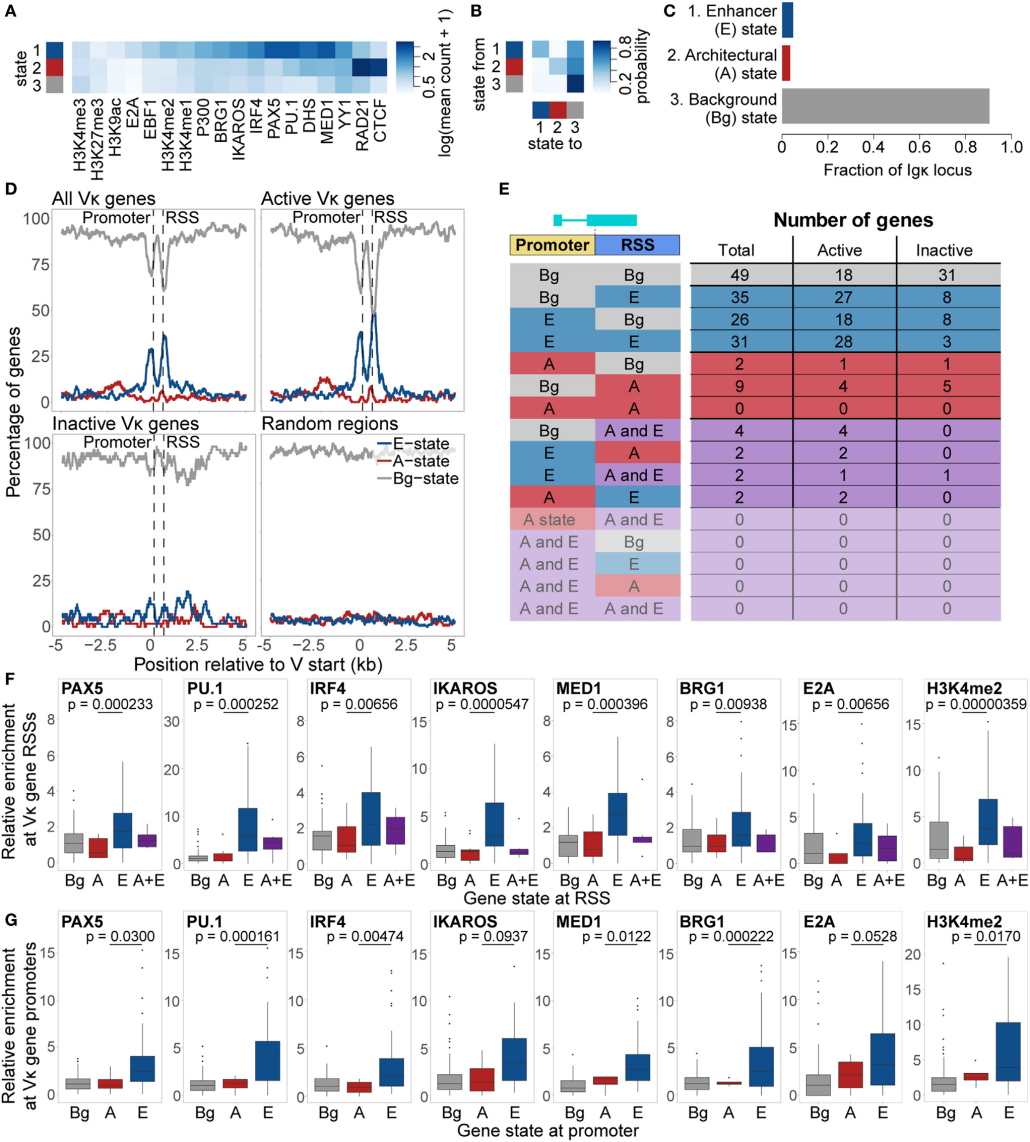
Chromatin state analysis of the *Igκ* locus. **(A,B)** Feature enrichment **(A)** and transition matrix **(B)** for states identified by the EpiCSeg algorithm when three states are specified. **(C)** Proportion of the *Igκ* locus that is in each state. State 1 was labelled as the “Enhancer” state (E State), state 2 as the “Architectural” state (A state), and state 3 as the “Background” state (Bg state). **(D)** Percentage of regions in the A, E, and Bg state, over and surrounding all Vκ genes, active and inactive Vκ genes separately, or random regions of equivalent size distribution. Vκ genes have been scaled to the median gene length (525 bp), while distances surrounding the genes are not scaled. **(E)** Number of genes in each state, and the locations at which those states are present. **(F,G)** Enrichment relative to background of chromatin features characteristic of the E state over Vκ recombination signal sequences (RSSs) **(F)** and promoters **(G)** associated with each state. Fdr-adjusted *p*-values from a two-sided Wilcoxon rank sum test are shown for the difference in enrichment between A and E state-associated promoters or RSSs. All data are included for statistical testing, but to better visualise the data, some outliers are not displayed.

When we examined the distribution of these states over the Vκ genes, we found that the E state was highly enriched over both the gene promoters and RSSs, but depleted elsewhere (Figure 5D). The A state displayed only slight enrichment over the Vκ genes, but was more broadly enriched in a region approximately 1–3 kb upstream of the genes. These patterns of enrichment were particularly striking when only actively recombining Vκ genes were considered, whilst inactive genes were almost exclusively enriched in the Bg state. We identified a total of 92 Vκ genes that were associated with only the E state, at the promoter of 26 genes, at the RSS of 35 genes, and at both of these regions of 31 genes (Figure 5E). Only 11 genes were associated exclusively with the A state, while 10 genes were associated with both the A and the E state. This distribution of states is in contrast to the *Igh* locus, in which we observed association only with the V_H_ gene RSSs, and moreover, the two states were mutually exclusive, that is, no V_H_ genes were associated with both the A and the E state (14). 

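Of the 92 genes with the E state only, 73 were active and 19 inactive. The 10 genes with both states were active in 9 cases, and the 11 genes with the A state only in 5. Of the 49 Bg genes, 18 were active and 31 inactive. States are those of the paper's Table S1, and the gene counts carry no replicate error.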

Features associated with the E state at the *Igκ* locus, including PAX5, PU.1, IRF4, IKAROS, MED1 BRG1, E2A, and H3K4me2, were more enriched over E state compared to A state RSSs and promoters (Figures 5F,G). Median enrichment of CTCF and RAD21 was higher over A state promoters and RSSs, although these differences were not significant (Figure S5 in Supplementary Material).

The distribution of these three states was significantly different over active versus inactive genes, with a much lower proportion of active genes in the Bg state. 83% of active V genes exhibited an E, A, or A/E chromatin state, compared with only 46% of inactive V genes (Figure 6A; Table S2 in Supplementary Material); the majority of these inactive genes had a RIC score below −25 (the lowest score for any active gene). Moreover, active genes marked by the A and/or E state recombine with significantly greater frequency than active genes in the Bg state (Figure 6B). 

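Active genes carried the A and/or E state in 87 of 105 cases (82.9%) and inactive genes in 26 of 57 (45.6%), an odds ratio of 5.76 (two-sided Fisher's exact test, p = 1.81e-06). Of the 26 inactive genes with such a state, 16 had a RIC score below −25. Among functional genes alone, of which 8 were inactive, Fisher's exact test gave p = 0.32.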

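Active genes with the A and/or E state had a median frequency of 1294 reads (77 genes) and Bg genes one of 470.0 (18 genes). By overall state, the median was 1294 for E (63 genes), 1309 for A (5 genes) and 1248 for both states (9 genes). Bg genes ran from 59.8 reads to 5255 (Vκ16-104). The difference between marked and Bg genes passed a two-sided rank sum test (permutation p = 0.0149), but not among functional genes alone (p = 0.124) or with values permuted within Vκ families (p = 0.0668).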

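Marked genes were grouped by where the A and/or E state lay. Genes with it at the promoter alone had a median of 1098 reads with Jκ1 (18 genes) and those with it at the RSS alone one of 1260 (28 genes). Against Bg genes, two-sided rank sum tests with permutation gave an adjusted p of 0.111 for the promoter and 0.0829 for the RSS, adjusted by Benjamini-Hochberg over 4 comparisons, so neither difference passed.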

When we compared the localisation of these states, the median recombination frequency of genes marked by the A and/or E state at either the promoter or the RSS was higher than that of Bg genes. The highest frequency was observed for genes marked in both regions, which was significantly different from Bg genes (Figure 6C). This is consistent with our analyses of individual ChIP-seq peaks above, suggesting that the presence of an active chromatin state at the RSS is more important in facilitating high levels of recombination than is an active state at the promoter. However, active chromatin states at both locations is particularly conducive to recombination.

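Genes with the A and/or E state at both regions had a median of 1687 reads (31 genes). This differed from Bg genes by the two-sided rank sum test with permutation (adjusted p = 0.0298 by Benjamini-Hochberg). Without WT replicate 2 or replicate 3 the adjusted p was 0.0589 or 0.0763 (permutation, same adjustment), among functional genes alone 0.247 and within Vκ families 0.31. From these frequencies, together with those by ChIP-seq peaks, the paper proposes that an active chromatin state at the RSS matters more for high levels of recombination than one at the promoter.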

**Figure 6:**
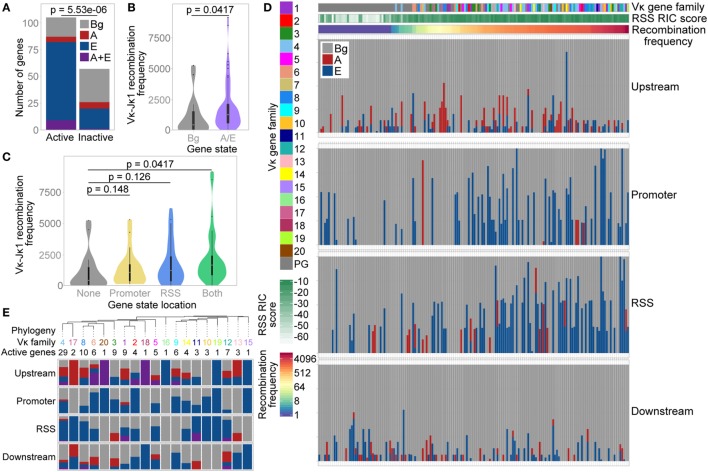
Vκ gene chromatin state is associated with recombination frequency. **(A)** Number of active and inactive genes in each state. *p-*value based on a Fisher’s exact test. **(B,C)** Violin plots with boxplot superimposed (black) showing median recombination frequencies of active genes in the Bg state compared to active genes associated with the A and/or E state. A and/or E state genes are considered altogether **(B)**, or categorised based on the localisation of the state to their promoter or recombination signal sequence (RSS) **(C)**. 10 genes that had <70% mappability were excluded. Fdr-adjusted *p*-values based on two-sided Wilcoxon rank sum test. **(D)** Proportion of each Vκ gene promoter and RSS (each window extending from the gene centre to 500 bp up/downstream of the gene, respectively; median window size 762 bp) and up- and downstream regions (from 500 to 3,500 bp up/downstream of the gene) that are assigned to each of the three states. Each bar represents an individual Vκ gene. Note that up- and downstream windows represent a genomic region approximately four times the size of the promoter and RSS windows. Genes are ordered based on their recombination frequency, with highly recombining genes on the right (denoted by red shading on the recombination frequency scale). Vκ gene family and RSS Information Content (RIC) score are indicated to the left and above. **(E)** Top: phylogenetic tree of reference C57BL/6 Vκ gene sequences, collapsed at the nodes containing the majority of each Vκ gene family. The number of active genes in each family is shown. All nodes comprise a single Vκ gene family except for one node, the Vκ9 family branch, which also includes Vκ14-130. Bottom: proportion of active genes in each family that are associated with the A state, E state, or with both states at their promoters, RSSs and up/downstream regions [colours as in **(A)**].

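Vκ14-130 lies on the forward strand of chromosome 6 in NCBIM37 from 67741040 to 67741505, where the annotation holds Igkv14-130. It joins by deletion, and its RSS is CACAGTGATACAAGTCATAACATAAACC, at 67741506 to 67741533, with a RIC score of −10.41. Its frequency with Jκ1 was 1011.8 reads (mean 972 ± 108, SD, n = 3 scaled WT replicates), and the paper's Table S1 places it in the Bg state.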

Since we had observed an enrichment of the A state upstream of active Vκ genes, we also undertook a broader analysis of the states located close to each individual Vκ gene. As expected from our earlier analyses (Figures 6A–C), Vκ genes that recombine more frequently displayed a greater overlap with the E state in particular; this was apparent at both the promoter and the RSS (Figure 6D). Conversely, there was no clear relationship between recombination frequency and up- or downstream states, although this does not exclude a more complex influence of the surrounding chromatin on Vκ gene recombination.

We also compared the enrichment of chromatin states over a phylogenetic tree of Vκ gene families (Figure 6E). Considering only active genes, we observed some patterns in the state association of related families. For example, a large proportion of genes within the closely related Vκ4, Vκ17, Vκ8, and Vκ6 families (including in the two largest families, Vκ4 and Vκ8) are associated with the E state at their RSS; the A state was also frequently located upstream of these genes. However, unlike in the *Igh* locus (14), there was no clear evolutionary separation between genes associated with the A versus the E state. Indeed, the E state was also frequently associated with genes in the Vκ11, Vκ10, Vκ19, and Vκ12 families, which are closely related to each other but not to the families above.

We also asked whether the pre-recombination chromatin states at the Vκ gene promoters analysed here might in part explain the differences in the DNA Vκ-Jκ1 repertoire compared to the expressed repertoire (37), since these states may remain after recombination and additionally contribute to RNA expression. While 15 out of the top 20 most highly represented genes in the expressed repertoire were marked by either the A or E state at their promoters, 13 out of 20 Vκ genes that were present only in the DNA repertoire or that were highly represented in the DNA but had a low representation in the expressed repertoire, had promoters in the Bg state (Figure S6 in Supplementary Material). Thus, the chromatin state of the gene promoter can explain some of the differences in the repertoire. This underscores the value of using the DNA repertoire for these analyses, both to prevent the masking of the true recombination potential of each gene at the DNA level, and to ensure that conclusions drawn about the importance of chromatin features at the Vκ gene promoters prior to recombination are not confounded by differing expression levels.

### RSS RIC Score and PU.1 Binding Are Key Features That Distinguish Actively Recombining Genes from Inactive Genes

We next sought to understand how genetic and chromatin features regulate Vκ gene usage. Thus, we trained a RF-C to assess the power of each feature to correctly predict whether a gene is active or inactive; we have previously used this approach for analysis of *Igh* recombination (14). The RF-C takes features relating to each sample (here, each Vκ gene), and generates a large number of decision trees that vote on the response (here, Vκ gene recombination activity) for a training set of samples. At each step, one feature out of a random subset can be chosen, such that each tree will be unique. Feature importance is gauged by comparing the prediction accuracy for trees that include or exclude a given feature. The overall accuracy is then assessed by predicting the activity of an independent test set of genes. We chose the RF approach because it performs well both with a large number of features relative to the number of samples, and with highly correlated features (61).

We considered the signal intensity over the promoter separately from the signal intensity over the RSS, taking windows from the centre of each gene extending 500 bp upstream (promoter) or downstream (RSS) of the gene. We also calculated the signal intensities in windows extending a further 2.5 kb upstream of the promoter and downstream of the RSS (Figure 7A). In addition, we systematically gauged the contribution of the orientation of each Vκ gene and their genomic distance from *Jκ1* to facilitating recombination. Thus, the input for each gene included three genetic features: the RIC score, strand, and distance from *Jκ1*; and four separate features for each chromatin dataset (hereafter referred to as promoter, RSS, upstream and downstream).

**Figure 7:**
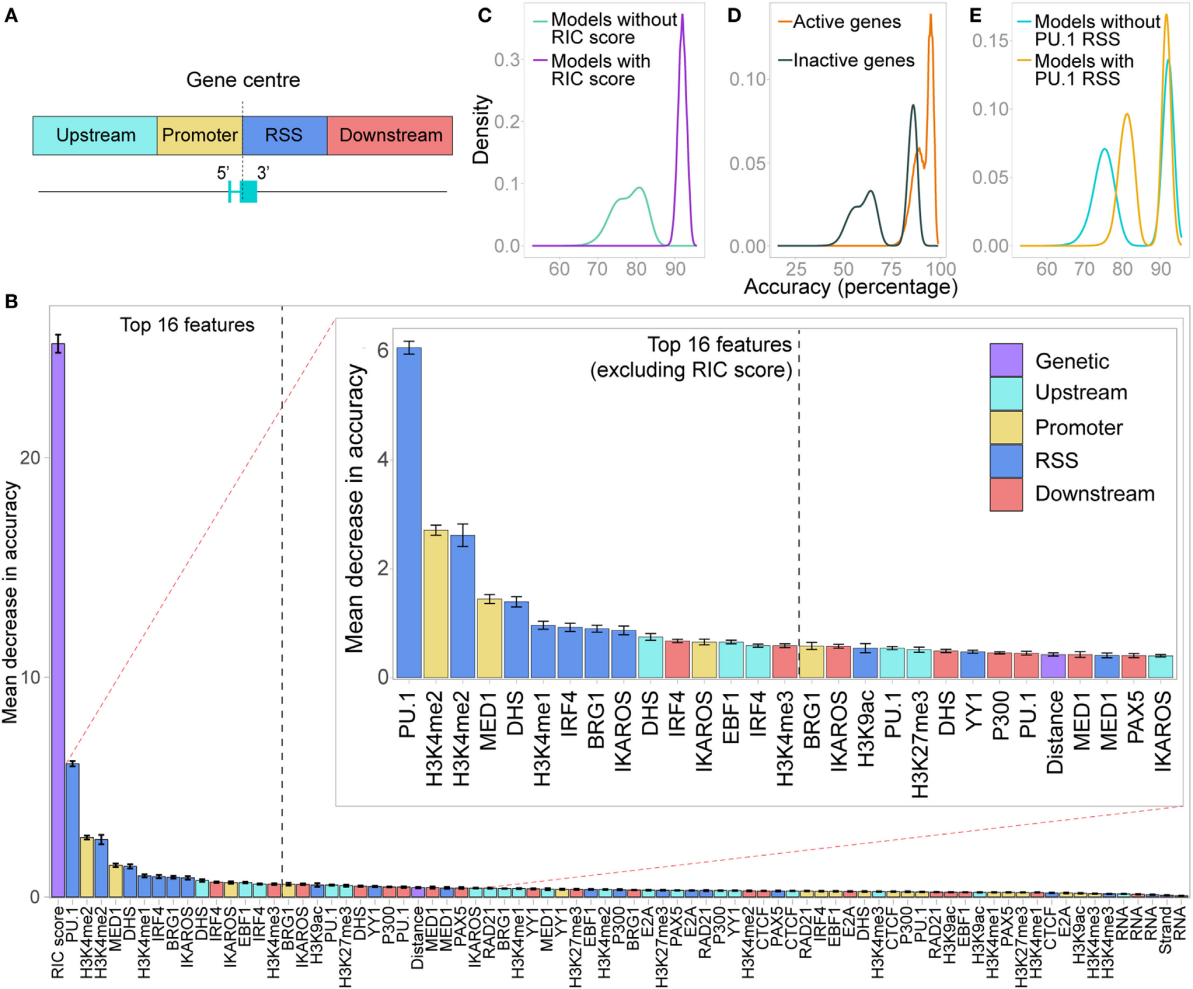
Random forest classifier (RF-C) distinguishes active from inactive genes. **(A)** Locations of the four windows in which chromatin features were quantified as an input to the random forest models. **(B)** Relative importance of all features in distinguishing active from inactive genes, shown as the average out-of-bag gini impurity (a measure of the decrease in accuracy if the feature is excluded) in a RF-C, with 10-fold cross-validation. Error bars show the SEM. Inset: zoomed-in view of the features ranked from 2 to 30 in importance. Features are coloured based on whether they are a genetic feature, or the location in which the chromatin feature was measured. **(C)** Overall prediction accuracy of all RF-C models trained with all combinations of the 16 most important features in the initial RF-C. Colour denotes whether the RSS Information Content (RIC) score was included in the model: all models that included the RIC score were more accurate than those that did not. **(D)** Accuracy in correctly predicting active genes versus inactive genes in all RF-C models. **(E)** Overall prediction accuracy for models that included PU.1 binding at the RSS as a feature, compared to those that did not.

A 10-fold cross-validation approach including all features revealed a mean prediction accuracy of 93.3% (SD 5.3%), with an F1 score of 0.949 (SD 0.0405). The prediction accuracy for active genes (97.2%, SD 6.2%) was better than that for inactive genes (85.7%, SD 14.5%), indicating a high sensitivity but slightly lower specificity in detecting active genes. The RIC score was by far the most important feature in distinguishing active from inactive genes (Figure 7B). The second most important feature was PU.1, which contributes to activation and recombination of the *Igκ* locus (21). Our model specifically suggests that while PU.1 binding at the promoter is of no consequence, its binding at the RSS is an important driver of recombination.

H3K4me2 enrichment within both the promoter and the RSS windows was also important for prediction accuracy, in addition to MED1 binding at the promoter and a number of E state-associated chromatin features at the RSS (Figure 7B). Notably, PAX5, CTCF, and RAD21, which are key drivers of *Igh* recombination (14), were not identified as important in promoting Vκ gene activity. Several up- or downstream features, such as DHS upstream and IRF4 binding downstream, were, however, ranked quite highly (Figure 7B), suggesting that in addition to the chromatin state of the Vκ genes themselves, the surrounding chromatin also influences the capacity of each gene to recombine.

Next, we performed a model selection analysis, considering all possible combinations of the 16 most important features. RF-C models that included the RIC score were all more accurate than those that did not (Figure 7C). This clear distinction was driven by the much lower prediction accuracy for inactive genes in RF-C models in which the RIC score was excluded (Figure 7D). There was also a striking contribution of PU.1 binding at the RSS to prediction accuracy, particularly in models that excluded the RIC score (Figure 7E); indeed, the bimodal distribution in prediction accuracy observed for models excluding the RIC score appears to be primarily dependent on this feature. This was apparent for both active and inactive genes (Figures S7A,B in Supplementary Material). We also observed a slight shift in prediction accuracy for models that included several other important features, such as IKAROS enrichment at the RSS (data not shown).

### Chromatin Features Alone Are Highly Predictive of the Recombination Frequency of Active Vκ Genes

While the RF-C approach identifies the features that are most highly predictive of active Vκ gene recombination, and thus likely facilitate recombination, it does not directly show whether their levels contribute to the frequency with which an active gene is used. To address this, we trained a RF-R model for active Vκ genes, using the same set of features used for the classification model. This extends beyond the RF-C approach, giving a numerical prediction of the recombination frequency, with the log2-transformed recombination frequencies of active genes as the response variable. We used the RMSE to measure model performance. An initial RF-R using all features, with 10-fold cross-validation, achieved an RMSE of 1.57, indicating that 68% of the models’ predictions fall within 2^1.57^-fold (since recombination values are log2-transformed) of the observed recombination. This revealed the RIC score to be the most important feature for predicting the frequency of active Vκ gene recombination, as in the RF-C model (Figure 8A). However, there was far less separation between the importance of the RIC score and the other features. PU.1 binding at the RSS was much lower in importance compared to the RF-C model, while several features that were unimportant for classification contribute much more to the prediction of recombination frequency: these include PAX5 and CTCF binding upstream, and H3K4me3 and E2A binding at the RSS.

**Figure 8:**
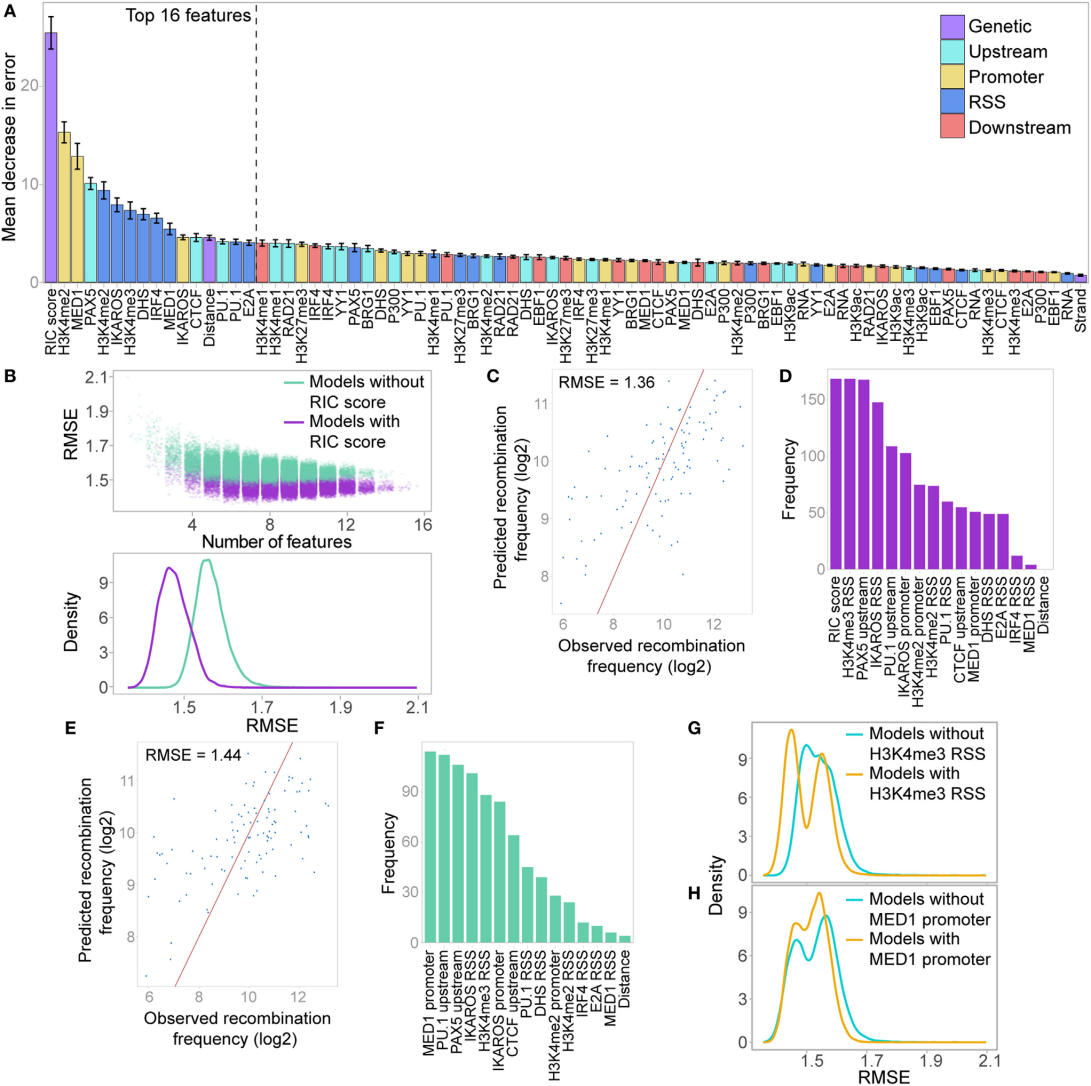
Random forest regression (RF-R) model for predicting recombination frequency of active Vκ genes. **(A)** Relative importance of all features in a RF-R model. Importance assessed by average out-of-bag node purity (a measure of the decrease in accuracy if the feature is excluded), with 10-fold cross validation. Error bars indicate the SEM. **(B)** Model selection, assessing all combinations of the 16 most important features from the initial RF-R model. Model performance is assessed as the root mean squared error (RMSE) across all test sets with 10-fold cross-validation. Colour denotes whether the RSS Information Content (RIC) score was included in the model as a feature. Top: scatter plot showing the RMSE of models with varying numbers of features; Bottom: density plot showing the distribution of the RMSE for all models that include or exclude the RIC score. **(C,E)** Observed versus predicted recombination frequencies across all test sets for the optimum RF-R model that included **(C)** or did not include **(E)** the RIC score as a feature, as assessed by RMSE. Observed = predicted is shown as a red line. **(D,F)** Frequency of inclusion of each feature in all models that included the RIC score and had an RMSE <1.39 **(D)**, or that excluded the RIC score and had an RMSE <1.48 **(F)**. **(G,H)** RMSE across all test sets for RF-R models that included H3K4me3 RSS **(G)** or MED1 promoter **(H)** as a feature compared to those that did not.

We next performed a model selection analysis, considering the top 16 features, to identify a minimum subset that best predict Vκ gene usage. While several combinations of 6–9 features have similarly low RMSE (Figure 8B), the minimum RMSE of 1.36 (Figure 8C) is achieved with a combination comprising: RIC score, H3K4me2, and H3K4me3 within the RSS window, IKAROS binding at both the promoter and the RSS, and PAX5 and PU.1 binding upstream. These seven features, in addition to H3K4me2 within the promoter window, were also the most highly represented in all models that had a low RMSE (<1.39), with the RIC score and H3K4me3 at the RSS being present in all models (Figure 8D). While this does not necessarily mean that these features are the most important individually (compare to Figure 8A), it suggests that together they are able to explain the largest proportion of the variability in our data. In models that excluded the RIC score, the best combination had an RMSE of 1.44 (Figure 8E), and comprised H3K4me3 at the RSS, IKAROS binding at both the promoter and the RSS, and PAX5 and PU.1 binding upstream, in addition to MED1 binding at the promoter. These six features, in addition to CTCF binding upstream, were the most frequently represented in models with low RMSE (<1.48) that excluded the RIC score, with MED1 binding to the promoter in all models (Figure 8F); this is particularly noteworthy since this feature was rarely present in the best combinations that included the RIC score. The inclusion of H3K4me3 at the RSS in a model was accompanied by a shift towards lower RMSE; this shift was more pronounced for the left-hand peak, corresponding to models that also include the RIC score (Figure 8G). Conversely, a shift towards lower RMSE for models that included MED1 binding at the promoter was only evident for the right-hand peak, representing models excluding the RIC score (Figure 8H). We also noted a shift towards a lower RMSE for models that included several other important features, including IKAROS binding at the promoter or RSS, or PAX5 or PU.1 binding upstream (Figure S7C in Supplementary Material).

These analyses revealed that we are able to predict the recombination frequency of Vκ genes from a combination of 6 or 7 features with a mean error rate of less than threefold, even when the RIC score is excluded (2.71-fold compared to 2.57-fold when including the RIC score). This model performance is highly significant when noting the variability of greater than 150-fold in recombination frequency across all active Vκ genes.

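The most used active gene, Vκ19-93, had 152.9 times the frequency of the least used, Vκ13-82pg. Within single WT replicates the ratio ran from 145.8 to 246.9 (SD 53.68, n = 3), since it rests on the low count of 1 gene.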

In order to further dissect the influence of the chromatin features shown to be important in our RF models, we split all active genes with a good RIC score (>−14) into three groups based on their recombination frequency, and examined the enrichment of features of interest at the location(s) in which they were important (Figure 9). Genes that recombine more frequently tended to display higher levels of active histone modifications and TF binding at both the RSS (Figure 9A) and the promoter (Figure 9B). These trends were particularly striking for H3K4me2 (RSS and promoter windows) and IKAROS (RSS), in addition to IRF4 and E2A binding at the RSS, all of which displayed a significant positive relationship between recombination and enrichment. For PU.1 binding at the RSS, which was highly important in distinguishing active from inactive genes, the difference between genes that recombine at low and high frequency was more subtle (*p* > 0.05), consistent with the lower importance of this feature for predicting the frequency of recombination. We also noted a subtle, but non-significant, trend towards higher enrichment of MED1 and IKAROS at the promoter, and H3K4me3 at the RSS, of more highly recombining genes: the importance of these features in the RF-R thus suggests that a more complex relationship exists between these features and recombination frequency. Conversely, we noted a slight, negative association between the recombination frequency and the binding of some TFs upstream of the gene, including PAX5, PU.1, and CTCF, with a significantly greater enrichment of PAX5 upstream of genes that recombine at a low level compared to those that recombine at a medium level (Figure 9C).

**Figure 9:**
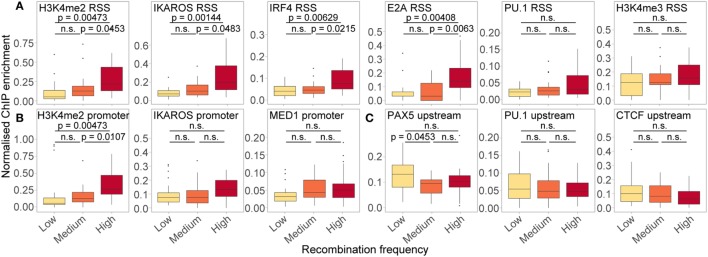
Relationship between ChIP enrichment and recombination frequency for important RSS **(A)**, promoter **(B)**, and upstream **(C)** features in RF models. Enrichment of chromatin features over the locations in which they were found to be important (projected between 0 and 1 for each gene: identical to the input for RF-R models), for active genes with low (*n* = 23; 117–973 reads), medium (*n* = 24; 1,006–1,801 reads) and high (*n* = 24; 1,880–9,137 reads) relative frequency of recombination. Only genes with a high quality RIC score (> −14) were considered. Fdr-adjusted *p*-values driven by two-sided Wilcoxon rank sum test. All data are included for statistical testing, but to better visualise the data, some outliers are not displayed.

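The active genes with a RIC score above −14 were divided by Jκ1 frequency into a low group of 24 genes (117.2 to 1006 reads), a medium group of 24 (1012 to 1880 reads) and a high group of 23 (1948 to 9137 reads). The lowest member of the low group was Vκ8-19 and the highest of the high group Vκ19-93.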

## Discussion

We have adapted the VDJ-seq assay for the *Igκ* locus to quantitatively profile the Vκ-Jκ repertoire and to enable an in-depth analysis of the local drivers of recombination. Using cutting-edge random forest machine learning approaches to integrate genetic and chromatin features, we have distinguished genes that are actively recombining from those that are not, and have predicted the relative usage of active Vκ genes in primary recombination. We have found that local chromatin features, including PU.1 and IKAROS binding, and H3K4 methylation, explain much of the variation in recombination among Vκ genes.

The accuracy with which we can predict both Vκ gene activity and frequency of usage, even when the influence of the RIC score is excluded, is striking. Since we used pro-B cell genome-wide datasets, focussing on early events that prime the *Igκ* locus for recombination, the regulatory status of the *Igκ* locus may not fully reflect its state in pre-B cells immediately prior to Vκ-Jκ1 recombination. This suggests that early priming events are crucially important and that to a large extent, the recombination potential of each Vκ gene has been established by the pro-B cell stage. Nevertheless, we cannot exclude the possibility that features ranked unimportant here may become enriched at the *Igκ* locus later in development, or that additional pre-B cell specific features including IRF8, AIOLOS, and BRWD1 (27, 78, 79) may play a local regulatory role in recombination. Profiling of the locus in a *Rag^−/−^* model with a rearranged V_H_DJ_H_ transgene would reveal pre-B cell developmental activation signatures that might predict Vκ gene usage with even greater accuracy.

Our recent analysis of the *Igh* V_H_DJ_H_ repertoire (14) identified two mutually exclusive chromatin states, characterised by PAX5/IRF4 (enhancer/E state) or CTCF/RAD21 (architectural/A state) binding. Both localised exclusively to the RSSs of active V_H_ genes, and their characteristic features were highly predictive of active recombination. We found striking similarities in the regulation of the *Igκ* locus, but with several important differences. While the two chromatin states at the *Igκ* locus were similar to those at the *Igh* locus, the E state predominates at Vκ genes. Moreover, the states were associated with both promoters and RSSs of Vκ genes; indeed both regions were represented within the most important features identified by our RF models. The individual chromatin features that we identified as important in driving *Igκ* recombination (e.g., PU.1) were also substantially different from those driving *Igh* recombination. Furthermore, our RF-R model, which was not used to assess *Igh* recombination, allowed us to take this analysis to the next level, giving a numerical prediction of recombination frequency. This approach allowed us to distinguish chromatin features that play a binary, all-or-nothing role in Vκ recombination from those that fine-tune the repertoire, shaping the frequency with which active genes will recombine.

Our RF-C model identified the RIC score as the most important feature for distinguishing actively recombining genes from inactive genes. Nevertheless, we achieved greater than 80% prediction accuracy based purely on chromatin features. This was primarily dependent on PU.1 binding at the RSS. PU.1 binding to the *Igκ* 3′ enhancer has been implicated in activation and recombination of the *Igκ* locus (23). In addition, Batista and colleagues observed frequent binding of PU.1 at Vκ RSSs and hypothesised that this may play a role in recruiting RAG enzymes for recombination (21). Our analysis provides direct mechanistic insight, revealing that PU.1 binding at the RSS of Vκ genes is a critical binary switch, which dictates whether that Vκ gene will recombine or not. Interestingly, PU.1 was not important in *Igh* V_H_DJ_H_ recombination (14); conversely, CTCF, RAD21 and PAX5 binding, which were critical for *Igh* recombination, were unimportant in our *Igκ* RF-C model. We found IRF4 and DHS to be significant for recombination at both Ig loci. While H3K4 methylation featured strongly in both models, monomethylation was more prominent for V_H_ genes in the *Igh* locus, while dimethylation was more important in shaping the VκJκ1 repertoire. Thus, the local regulation of *Igh* and *Igκ* by histone modifications and TFs differs considerably. Features associated with the A state in particular appear to play a less significant role in priming the Vκ genes for recombination.

The RIC score was also the most important feature in our RF-R model. However, the distinction between it and the most important chromatin features was much lower than for the RF-C model, suggesting that similar to the *Igh* locus, the RIC score functions primarily as a binary switch that can be permissive or non-permissive to recombination.

Surprisingly, the influence of PU.1 binding to the RSS also appears to be binary: while it was key to the RF-C model, its importance in the RF-R model was much lower. Rather, the features with the greatest importance in predicting the frequency of recombination in the RF-R model included IKAROS, MED1, IRF4, and H3K4 di- and tri-methylation at the promoter and/or RSS. Moreover, at more frequently recombining genes, significant trends towards higher levels of enrichment were observed for H3K4me2, IKAROS, IRF4, and E2A. This suggests that both the binding and level of enrichment of these features are crucial for modulating the frequency with which each gene recombines, shaping the greater than 150-fold variation in active Vκ gene usage in the primary repertoire. While each of these have previously been implicated in promoting *Igκ* locus recombination (18, 22, 24, 25, 27, 39, 40, 75), our findings provide mechanistic insight into their specific roles in shaping the repertoire through their localisation to individual Vκ genes. First, their locations at the promoter/RSS provide an additional layer of regulation beyond previously observed long-range interactions. Second, the correlation of higher levels of enrichment with higher recombination, measured here in bulk populations, suggests that these features localise to the relevant Vκ genes in a higher proportion of individual cells, or remain associated with these Vκ genes for longer, with a functional outcome of increased recombination.

A caveat of the RF approach is that it does not directly show how a given feature is related to Vκ gene recombination; the finite number of genes also means that over-fitting of the data could be a concern, although the use of 10-fold cross-validation mitigates this possibility. Nevertheless, the clear relationship that we observed between enrichment and recombination for several features, including IKAROS and IRF4, highlights the value of this approach in providing a shortlist of chromatin features that are potential drivers of recombination. The contribution of other features that did not display such a clear relationship with recombination, such as H3K4me3 at the RSS and MED1 binding at the promoter, will require further work to elucidate their roles. H3K4me3 binds and activates RAG2 (17–20), suggesting a direct role in recruitment of the RAG complex. However, to our knowledge, this is the first time that MED1 has been implicated in recombination of the *Igκ* locus.

Notably, we did not observe a significant contribution of non-coding transcription to either RF model, suggesting that transcription does not play a predictive role in Vκ recombination. A previous study proposed that transcription causes the eviction of H2A/H2B around Vκ RSSs (75), and non-coding transcription has also been shown to mark recombinationally active domains of the Vκ region (16). Together, these findings suggest that, in common with histone H3 and H4 acetylation, non-coding transcription may play a priming role for all Vκ genes, setting the stage for the features we have described here to specifically activate Vκ genes for recombination with a range of frequencies.

We also identified the binding of PAX5, CTCF, and PU.1 upstream of Vκ genes as relatively important in predicting the recombination frequency of active genes, and observed subtle negative relationships between recombination frequency and enrichment of these features. While determining the mechanisms that underpin these relationships are beyond the scope of this study, it is noteworthy that PAX5 and CTCF have been implicated in long-range looping of the *Igh* and *Igh*/*Igκ* loci, respectively (30, 32–35, 40, 80), bringing V genes into proximity with the (D)J genes. Thus, it is tempting to speculate that the intergenic sites bound by these TFs might correspond to the anchors of these loops. Looping of the locus promotes the recombination of distal genes; however, genes located very close to loop anchors might be spatially constrained, disfavouring their recombination. Conversely, H3K4 methylation, E2A, and IKAROS binding have also been implicated in looping of the *Igκ* locus, but previous data, consistent with our RF models, suggest a positive correlation with recombination (39, 40). Notably, while CTCF is generally located between the Vκ genes, the other features were localised to the genes themselves. Furthermore, CTCF-associated interactions were confined to the SIS regulatory element, a silencer located between the Vκ and Jκ genes (81, 82), while loci marked by the other features also interacted with the *Igκ* enhancers. This suggests different classes of loops might exist, with CTCF and PAX5 required for the overall global architecture of the locus, bringing genes into the vicinity of the Jκ region. This might allow other TFs, such as E2A and IKAROS, to mediate the local clustering of active genes immediately adjacent to the Jκ genes and the recruitment of the *Igκ* enhancers to these genes. More detailed analysis of the three dimensional structure of the *Igκ* locus, and its relationship with the chromatin features implicated in its organisation, will be required to establish the validity of this hypothesis.

In addition to V(D)J recombination at the AgR loci, our findings also have implications for RAG-mediated off-target recombination events throughout the genome, which can lead to leukaemias. Promoter and enhancer signatures are associated with high frequency, genome-wide recruitment of the RAG complex (42–44). Our previous study allowed us to refine those signatures by identifying that features of the A and E state are enriched at these sites (14). Here, we have identified additional candidates (PU.1, IKAROS) that may enhance predictive models of chromosomal translocation hotspots (43).

The findings reported here demonstrate that the mechanisms that regulate Vκ recombination differ substantially from those that regulate V_H_ recombination. They also identify two distinct and crucial roles for chromatin features in regulating Vκ gene recombination. While PU.1 binding at the RSS plays a binary role in priming Vκ genes to recombine, the binding and variable enrichment of several other chromatin features, including H3K4 methylation, IKAROS binding at the RSS, and MED1 binding at the promoter, modulate the frequency with which each active gene recombines. Furthermore, inclusion of this canonical signature may refine prediction of genome-wide RAG1 binding sites susceptible to chromosomal translocation.

## Ethics Statement

C57BL/6 (WT) and Rag1^−/−^/VH81X mice were maintained in accordance with Babraham Institute AWERB and Home Office rules and ARRIVE guidelines under Project Licence 80/2529.

## Author Contributions

LM developed the VκJκ-seq assay reported here and generated VκJκ-seq data. FK and SA adapted the Babraham LinkON pipeline for the Igκ locus. LM, DB, and PC refined the VκJκ-seq protocol and analysis pipeline. HK pre-processed and Q.C. checked all NGS datasets. LM and HK performed computational and machine learning analyses. LM visualised the data and prepared the figures. LM, HK, and AC interpreted the results. LM and AC wrote the manuscript.

## Conflict of Interest Statement

LM, DB, and AC are named inventors on a patent filed, “Covering the VDJ-seq technique: method of identifying VDJ recombination products.” (UK Patent Application No. GB1203720.6, filed March 2, 2012; PCT Patent Applic No. PCT/GB2013/05056, published September 6, 2013. National applications filed Europe, USA, Japan. US Publication number: 20150031042, publication date January 29, 2015.). All other authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^https://github.com/FelixKrueger/BabrahamLinkON.

^2^http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/.

^3^http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/.

^4^https://www.ncbi.nlm.nih.gov/nuccore/NG_005612/.

^5^https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101606.

## Abbreviations

AgR, antigen receptor; BCR, B cell receptor; D, Diversity; DHS, DNase hypersensitivity; *Igh*, Immunoglobulin heavy chain; *Igκ*, Immunoglobulin kappa light chain; J, joining; RF-C, random forest classification; RF-R, random forest regression; RSS, recombination signal sequence; RMSE, root mean squared error; RIC, RSS information content; TdT, terminal deoxynucleotidyl transferase; TF, transcription factor; V, variable; WT, wild type.

## References

[1] FugmannSDLeeAIShockettPEVilleyIJSchatzDG. The RAG proteins and V(D)J recombination: complexes, ends, and transposition. Annu Rev Immunol (2000) 18:495–527.10.1146/annurev.immunol.18.1.49510837067

[2] JungDGiallourakisCMostoslavskyRAltFW. Mechanism and control of V(D)J recombination at the immunoglobulin heavy chain locus. Annu Rev Immunol (2006) 24:541–70.10.1146/annurev.immunol.23.021704.11583016551259

[3] BenedictCLGilfillanSThaiTHKearneyJF. Terminal deoxynucleotidyl transferase and repertoire development. Immunol Rev (2000) 175:150–7.10.1111/j.1600-065X.2000.imr017518.x10933600

[4] HendriksRWMiddendorpS The pre-BCR checkpoint as a cell-autonomous proliferation switch. Trends Immunol (2004) 25(5):249–56.10.1016/j.it.2004.02.01115099565

[5] HerzogSRethMJumaaH. Regulation of B-cell proliferation and differentiation by pre-B-cell receptor signalling. Nat Rev Immunol (2009) 9(3):195–205.10.1038/nri249119240758

[6] BrekkeKMGarrardWT. Assembly and analysis of the mouse immunoglobulin kappa gene sequence. Immunogenetics (2004) 56(7):490–505.10.1007/s00251-004-0659-015378297

[7] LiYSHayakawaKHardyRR. The regulated expression of B lineage associated genes during B cell differentiation in bone marrow and fetal liver. J Exp Med (1993) 178(3):951–60.10.1084/jem.178.3.9518350062PMC2191150

[8] VictorKDVuKFeeneyAJ. Limited junctional diversity in kappa light chains. Junctional sequences from CD43+B220+ early B cell progenitors resemble those from peripheral B cells. J Immunol (1994) 152(7):3467–75.7511648

[9] BertocciBDe SmetABerekCWeillJCReynaudCA. Immunoglobulin kappa light chain gene rearrangement is impaired in mice deficient for DNA polymerase mu. Immunity (2003) 19(2):203–11.10.1016/S1074-7613(03)00203-612932354

[10] NemazeeD. Receptor editing in lymphocyte development and central tolerance. Nat Rev Immunol (2006) 6(10):728–40.10.1038/nri193916998507

[11] VettermannCTimblinGALimVLaiECSchlisselMS. The proximal J kappa germline-transcript promoter facilitates receptor editing through control of ordered recombination. PLoS One (2015) 10(1):e0113824.10.1371/journal.pone.011382425559567PMC4283955

[12] CowellLGDavilaMKeplerTBKelsoeG. Identification and utilization of arbitrary correlations in models of recombination signal sequences. Genome Biol (2002) 3(12):RESEARCH0072.10.1186/gb-2002-3-12-research007212537561PMC151174

[13] LeeAIFugmannSDCowellLGPtaszekLMKelsoeGSchatzDG. A functional analysis of the spacer of V(D)J recombination signal sequences. PLoS Biol (2003) 1(1):E1.10.1371/journal.pbio.000000114551903PMC212687

[14] BollandDJKoohyHWoodALMathesonLSKruegerFStubbingtonMJ Two mutually exclusive local chromatin states drive efficient V(D)J recombination. Cell Rep (2016) 15(11):2475–87.10.1016/j.celrep.2016.05.02027264181PMC4914699

[15] ChoiNMLoguercioSVerma-GaurJDegnerSCTorkamaniASuAI Deep sequencing of the murine IgH repertoire reveals complex regulation of nonrandom V gene rearrangement frequencies. J Immunol (2013) 191(5):2393–402.10.4049/jimmunol.130127923898036PMC3778908

[16] Levin-KleinRFraenkelSLichtensteinMMathesonLSBartokONevoY Clonally stable Vkappa allelic choice instructs Igkappa repertoire. Nat Commun (2017) 8:1557510.1038/ncomms1557528555639PMC5459994

[17] BettridgeJNaCHPandeyADesiderioS. H3K4me3 induces allosteric conformational changes in the DNA-binding and catalytic regions of the V(D)J recombinase. Proc Natl Acad Sci U S A (2017) 114(8):1904–9.10.1073/pnas.161572711428174273PMC5338453

[18] LiuYSubrahmanyamRChakrabortyTSenRDesiderioS. A plant homeodomain in RAG-2 that binds hypermethylated lysine 4 of histone H3 is necessary for efficient antigen-receptor-gene rearrangement. Immunity (2007) 27(4):561–71.10.1016/j.immuni.2007.09.00517936034PMC3711682

[19] MatthewsAGKuoAJRamon-MaiquesSHanSChampagneKSIvanovD RAG2 PHD finger couples histone H3 lysine 4 trimethylation with V(D)J recombination. Nature (2007) 450(7172):1106–10.10.1038/nature0643118033247PMC2988437

[20] ShimazakiNTsaiAGLieberMR. H3K4me3 stimulates the V(D)J RAG complex for both nicking and hairpinning in trans in addition to tethering in cis: implications for translocations. Mol Cell (2009) 34(5):535–44.10.1016/j.molcel.2009.05.01119524534PMC2920491

[21] BatistaCRLiSKXuLSSolomonLADeKoterRP. PU.1 regulates Ig light chain transcription and rearrangement in pre-B cells during B cell development. J Immunol (2017) 198(4):1565–74.10.4049/jimmunol.160170928062693

[22] HeizmannBKastnerPChanS. Ikaros is absolutely required for pre-B cell differentiation by attenuating IL-7 signals. J Exp Med (2013) 210(13):2823–32.10.1084/jem.2013173524297995PMC3865471

[23] HodawadekarSParkKFarrarMAAtchisonML A developmentally controlled competitive STAT5-PU.1 DNA binding mechanism regulates activity of the Ig kappa E3’ enhancer. J Immunol (2012) 188(5):2276–84.10.4049/jimmunol.110223922279106PMC3288515

[24] InlayMATianHLinTXuY. Important roles for E protein binding sites within the immunoglobulin kappa chain intronic enhancer in activating Vkappa Jkappa rearrangement. J Exp Med (2004) 200(9):1205–11.10.1084/jem.2004113515504821PMC2211861

[25] JohnsonKHashimshonyTSawaiCMPongubalaJMSkokJAAifantisI Regulation of immunoglobulin light-chain recombination by the transcription factor IRF-4 and the attenuation of interleukin-7 signaling. Immunity (2008) 28(3):335–45.10.1016/j.immuni.2007.12.01918280186

[26] LazorchakASSchlisselMSZhuangY. E2A and IRF-4/Pip promote chromatin modification and transcription of the immunoglobulin kappa locus in pre-B cells. Mol Cell Biol (2006) 26(3):810–21.10.1128/MCB.26.3.810-821.200616428437PMC1347029

[27] MaSTuretskyATrinhLLuR. IFN regulatory factor 4 and 8 promote Ig light chain kappa locus activation in pre-B cell development. J Immunol (2006) 177(11):7898–904.10.4049/jimmunol.177.11.789817114461

[28] SakamotoSWakaeKAnzaiYMuraiKTamakiNMiyazakiM E2A and CBP/p300 act in synergy to promote chromatin accessibility of the immunoglobulin kappa locus. J Immunol (2012) 188(11):5547–60.10.4049/jimmunol.100234622544934

[29] SatoHSaito-OharaFInazawaJKudoA. Pax-5 is essential for kappa sterile transcription during Ig kappa chain gene rearrangement. J Immunol (2004) 172(8):4858–65.10.4049/jimmunol.172.8.485815067064

[30] DegnerSCVerma-GaurJWongTPBossenCIversonGMTorkamaniA CCCTC-binding factor (CTCF) and cohesin influence the genomic architecture of the Igh locus and antisense transcription in pro-B cells. Proc Natl Acad Sci U S A (2011) 108(23):9566–71.10.1073/pnas.101939110821606361PMC3111298

[31] GuoCYoonHSFranklinAJainSEbertAChengHL CTCF-binding elements mediate control of V(D)J recombination. Nature (2011) 477(7365):424–30.10.1038/nature1049521909113PMC3342812

[32] Ribeiro de AlmeidaCStadhoudersRde BruijnMJBergenIMThongjueaSLenhardB The DNA-binding protein CTCF limits proximal Vkappa recombination and restricts kappa enhancer interactions to the immunoglobulin kappa light chain locus. Immunity (2011) 35(4):501–13.10.1016/j.immuni.2011.07.01422035845

[33] XiangYParkSKGarrardWT Vkappa gene repertoire and locus contraction are specified by critical DNase I hypersensitive sites within the Vkappa-Jkappa intervening region. J Immunol (2013) 190(4):1819–26.10.4049/jimmunol.120312723296705PMC3563863

[34] XiangYZhouXHewittSLSkokJAGarrardWT A multifunctional element in the mouse Igkappa locus that specifies repertoire and Ig loci subnuclear location. J Immunol (2011) 186(9):5356–66.10.4049/jimmunol.100379421441452PMC3080443

[35] FuxaMSkokJSouabniASalvagiottoGRoldanEBusslingerM. Pax5 induces V-to-DJ rearrangements and locus contraction of the immunoglobulin heavy-chain gene. Genes Dev (2004) 18(4):411–22.10.1101/gad.29150415004008PMC359395

[36] LiuHSchmidt-SupprianMShiYHobeikaEBartenevaNJumaaH Yin Yang 1 is a critical regulator of B-cell development. Genes Dev (2007) 21(10):1179–89.10.1101/gad.152930717504937PMC1865490

[37] Aoki-OtaMTorkamaniAOtaTSchorkNNemazeeD Skewed primary Igkappa repertoire and V-J joining in C57BL/6 mice: implications for recombination accessibility and receptor editing. J Immunol (2012) 188(5):2305–15.10.4049/jimmunol.110348422287713PMC3288532

[38] LinSGBaZDuZZhangYHuJAltFW. Highly sensitive and unbiased approach for elucidating antibody repertoires. Proc Natl Acad Sci U S A (2016) 113(28):7846–51.10.1073/pnas.160864911327354528PMC4948367

[39] LinYCBennerCManssonRHeinzSMiyazakiKMiyazakiM Global changes in the nuclear positioning of genes and intra- and interdomain genomic interactions that orchestrate B cell fate. Nat Immunol (2012) 13(12):1196–204.10.1038/ni.243223064439PMC3501570

[40] StadhoudersRde BruijnMJRotherMBYuvarajSRibeiro de AlmeidaCKolovosP Pre-B cell receptor signaling induces immunoglobulin kappa locus accessibility by functional redistribution of enhancer-mediated chromatin interactions. PLoS Biol (2014) 12(2):e100179110.1371/journal.pbio.100179124558349PMC3928034

[41] PanXPapasaniMHaoYCalamitoMWeiFQuinnWJIII YY1 controls Igkappa repertoire and B-cell development, and localizes with condensin on the Igkappa locus. EMBO J (2013) 32(8):1168–82.10.1038/emboj.2013.6623531880PMC3630362

[42] JiYReschWCorbettEYamaneACasellasRSchatzDG. The in vivo pattern of binding of RAG1 and RAG2 to antigen receptor loci. Cell (2010) 141(3):419–31.10.1016/j.cell.2010.03.01020398922PMC2879619

[43] MamanYTengGSethRKleinsteinSHSchatzDG. RAG1 targeting in the genome is dominated by chromatin interactions mediated by the non-core regions of RAG1 and RAG2. Nucleic Acids Res (2016) 44(20):9624–37.10.1093/nar/gkw63327436288PMC5175335

[44] TengGMamanYReschWKimMYamaneAQianJ RAG represents a widespread threat to the lymphocyte genome. Cell (2015) 162(4):751–65.10.1016/j.cell.2015.07.00926234156PMC4537821

[45] FeddersenRMVan NessBG. Corrective recombination of mouse immunoglobulin kappa alleles in Abelson murine leukemia virus-transformed pre-B cells. Mol Cell Biol (1990) 10(2):569–76.10.1128/MCB.10.2.5692153918PMC360841

[46] YamagamiTten BoekelEAnderssonJRolinkAMelchersF. Frequencies of multiple IgL chain gene rearrangements in single normal or kappaL chain-deficient B lineage cells. Immunity (1999) 11(3):317–27.10.1016/S1074-7613(00)80107-710514010

[47] MartinFChenXKearneyJF. Development of VH81X transgene-bearing B cells in fetus and adult: sites for expansion and deletion in conventional and CD5/B1 cells. Int Immunol (1997) 9(4):493–505.10.1093/intimm/9.4.4939138009

[48] MombaertsPIacominiJJohnsonRSHerrupKTonegawaSPapaioannouVE. RAG-1-deficient mice have no mature B and T lymphocytes. Cell (1992) 68(5):869–77.10.1016/0092-8674(92)90030-G1547488

[49] LangmeadBTrapnellCPopMSalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol (2009) 10(3):R25.10.1186/gb-2009-10-3-r2519261174PMC2690996

[50] AlamyarEDurouxPLefrancMPGiudicelliV IMGT((R)) tools for the nucleotide analysis of immunoglobulin (IG) and T cell receptor (TR) V-(D)-J repertoires, polymorphisms, and IG mutations: IMGT/V-QUEST and IMGT/HighV-QUEST for NGS. Methods Mol Biol (2012) 882:569–604.10.1007/978-1-61779-842-9_3222665256

[51] ZhangYLiuTMeyerCAEeckhouteJJohnsonDSBernsteinBE Model-based analysis of ChIP-Seq (MACS). Genome Biol (2008) 9(9):R137.10.1186/gb-2008-9-9-r13718798982PMC2592715

[52] DereeperAAudicSClaverieJMBlancG. BLAST-EXPLORER helps you building datasets for phylogenetic analysis. BMC Evol Biol (2010) 10:8.10.1186/1471-2148-10-820067610PMC2821324

[53] DereeperAGuignonVBlancGAudicSBuffetSChevenetF Phylogeny.fr: robust phylogenetic analysis for the non-specialist. Nucleic Acids Res (2008) 36(Web Server issue):W465–9.10.1093/nar/gkn18018424797PMC2447785

[54] EdgarRC. MUSCLE: multiple sequence alignment with high accuracy and high throughput. Nucleic Acids Res (2004) 32(5):1792–7.10.1093/nar/gkh34015034147PMC390337

[55] AnisimovaMGascuelO. Approximate likelihood-ratio test for branches: a fast, accurate, and powerful alternative. Syst Biol (2006) 55(4):539–52.10.1080/1063515060075545316785212

[56] GuindonSGascuelO. A simple, fast, and accurate algorithm to estimate large phylogenies by maximum likelihood. Syst Biol (2003) 52(5):696–704.10.1080/1063515039023552014530136

[57] YuGSmithDKZhuHGuanYLamTT-YMcInernyG ggtree: an R package for visualization and annotation of phylogenetic trees with their covariates and other associated data. Methods Ecol Evol (2017) 8(1):28–36.10.1111/2041-210x.12628

[58] MammanaAChungHR. Chromatin segmentation based on a probabilistic model for read counts explains a large portion of the epigenome. Genome Biol (2015) 16:151.10.1186/s13059-015-0708-z26206277PMC4514447

[59] ErnstJKellisM ChromHMM: automating chromatin-state discovery and characterization. Nat Methods (2012) 9(3):215–6.10.1038/nmeth.190622373907PMC3577932

[60] QuinlanARHallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics (2010) 26(6):841–2.10.1093/bioinformatics/btq03320110278PMC2832824

[61] BoulesteixALJanitzaSKruppaJKonigIR Overview of random forest methodology and practical guidance with emphasis on computational biology and bioinformatics. Wiley Interdiscip Rev Data Min Knowl Discov (2012) 2(6):493–507.10.1002/widm.1072

[62] LiawAWienerM Classification and regression by randomForest. R News (2002) 2/3:18–22.

[63] LangmeadBSalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods (2012) 9(4):357–9.10.1038/nmeth.192322388286PMC3322381

[64] Revilla-i-DomingoRBilicIVilagosBTagohHEbertATamirIM The B-cell identity factor Pax5 regulates distinct transcriptional programmes in early and late B lymphopoiesis. EMBO J (2012) 31(14):3130–46.10.1038/emboj.2012.15522669466PMC3400013

[65] EbertAMcManusSTagohHMedvedovicJSalvagiottoGNovatchkovaM The distal V(H) gene cluster of the Igh locus contains distinct regulatory elements with Pax5 transcription factor-dependent activity in pro-B cells. Immunity (2011) 34(2):175–87.10.1016/j.immuni.2011.02.00521349430

[66] MedvedovicJEbertATagohHTamirIMSchwickertTANovatchkovaM Flexible long-range loops in the VH gene region of the Igh locus facilitate the generation of a diverse antibody repertoire. Immunity (2013) 39(2):229–44.10.1016/j.immuni.2013.08.01123973221PMC4810778

[67] MullenACOrlandoDANewmanJJLovenJKumarRMBilodeauS Master transcription factors determine cell-type-specific responses to TGF-beta signaling. Cell (2011) 147(3):565–76.10.1016/j.cell.2011.08.05022036565PMC3212730

[68] WhyteWAOrlandoDAHniszDAbrahamBJLinCYKageyMH Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell (2013) 153(2):307–19.10.1016/j.cell.2013.03.03523582322PMC3653129

[69] VilagosBHoffmannMSouabniASunQWernerBMedvedovicJ Essential role of EBF1 in the generation and function of distinct mature B cell types. J Exp Med (2012) 209(4):775–92.10.1084/jem.2011242222473956PMC3328360

[70] SchwickertTATagohHGultekinSDakicAAxelssonEMinnichM Stage-specific control of early B cell development by the transcription factor Ikaros. Nat Immunol (2014) 15(3):283–93.10.1038/ni.282824509509PMC5790181

[71] LinYCJhunjhunwalaSBennerCHeinzSWelinderEManssonR A global network of transcription factors, involving E2A, EBF1 and Foxo1, that orchestrates B cell fate. Nat Immunol (2010) 11(7):635–43.10.1038/ni.189120543837PMC2896911

[72] BossenCMurreCSChangANManssonRRodewaldHRMurreC. The chromatin remodeler Brg1 activates enhancer repertoires to establish B cell identity and modulate cell growth. Nat Immunol (2015) 16(7):775–84.10.1038/ni.317025985234PMC4474778

[73] SpanopoulouERomanCACorcoranLMSchlisselMSSilverDPNemazeeD Functional immunoglobulin transgenes guide ordered B-cell differentiation in Rag-1-deficient mice. Genes Dev (1994) 8(9):1030–42.10.1101/gad.8.9.10307926785

[74] PredeusAVGopalakrishnanSHuangYTangJFeeneyAJOltzEM Targeted chromatin profiling reveals novel enhancers in Ig H and Ig L chain loci. J Immunol (2014) 192(3):1064–70.10.4049/jimmunol.130280024353267PMC4096788

[75] BevingtonSBoyesJ. Transcription-coupled eviction of histones H2A/H2B governs V(D)J recombination. EMBO J (2013) 32(10):1381–92.10.1038/emboj.2013.4223463099PMC3655464

[76] GoldmitMJiYSkokJRoldanEJungSCedarH Epigenetic ontogeny of the Igk locus during B cell development. Nat Immunol (2005) 6(2):198–203.10.1038/ni115415619624

[77] KleimanEJiaHLoguercioSSuAIFeeneyAJ. YY1 plays an essential role at all stages of B-cell differentiation. Proc Natl Acad Sci U S A (2016) 113(27):E3911–20.10.1073/pnas.160629711327335461PMC4941496

[78] MaSPathakSTrinhLLuR. Interferon regulatory factors 4 and 8 induce the expression of Ikaros and Aiolos to down-regulate pre-B-cell receptor and promote cell-cycle withdrawal in pre-B-cell development. Blood (2008) 111(3):1396–403.10.1182/blood-2007-08-11010617971486PMC2214771

[79] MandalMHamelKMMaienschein-ClineMTanakaATengGTutejaJH Histone reader BRWD1 targets and restricts recombination to the Igk locus. Nat Immunol (2015) 16(10):1094–103.10.1038/ni.324926301565PMC4575638

[80] GuoCAltFWGiallourakisC. PAIRing for distal Igh locus V(D)J recombination. Immunity (2011) 34(2):139–41.10.1016/j.immuni.2011.02.01021349424

[81] LiuZWidlakPZouYXiaoFOhMLiS A recombination silencer that specifies heterochromatin positioning and ikaros association in the immunoglobulin kappa locus. Immunity (2006) 24(4):405–15.10.1016/j.immuni.2006.02.00116618599

[82] LiuZMGeorge-RaizenJBLiSMeyersKCChangMYGarrardWT. Chromatin structural analyses of the mouse Igkappa gene locus reveal new hypersensitive sites specifying a transcriptional silencer and enhancer. J Biol Chem (2002) 277(36):32640–9.10.1074/jbc.M20406520012080064

# Supplementary material for: Local Chromatin Features Including PU.1 and IKAROS Binding and H3K4 Methylation Shape the Repertoire of Immunoglobulin Kappa Genes Chosen for V(D)J Recombination
**Source:** Front Immunol. 2017 Nov 17;8:1550. doi: 10.3389/fimmu.2017.01550
**Supplement:** Supplementary file 2

Supplementary Figures and Text

**Local chromatin features including PU.1 and IKAROS binding
and H3K4 methylation shape the repertoire of immunoglobulin
kappa genes chosen for V(D)J recombination**

**Louise S. Matheson, Daniel J. Bolland, Peter Chovanec, Felix Krueger, Simon Andrews,
Hashem Koohy*, Anne E. Corcoran***

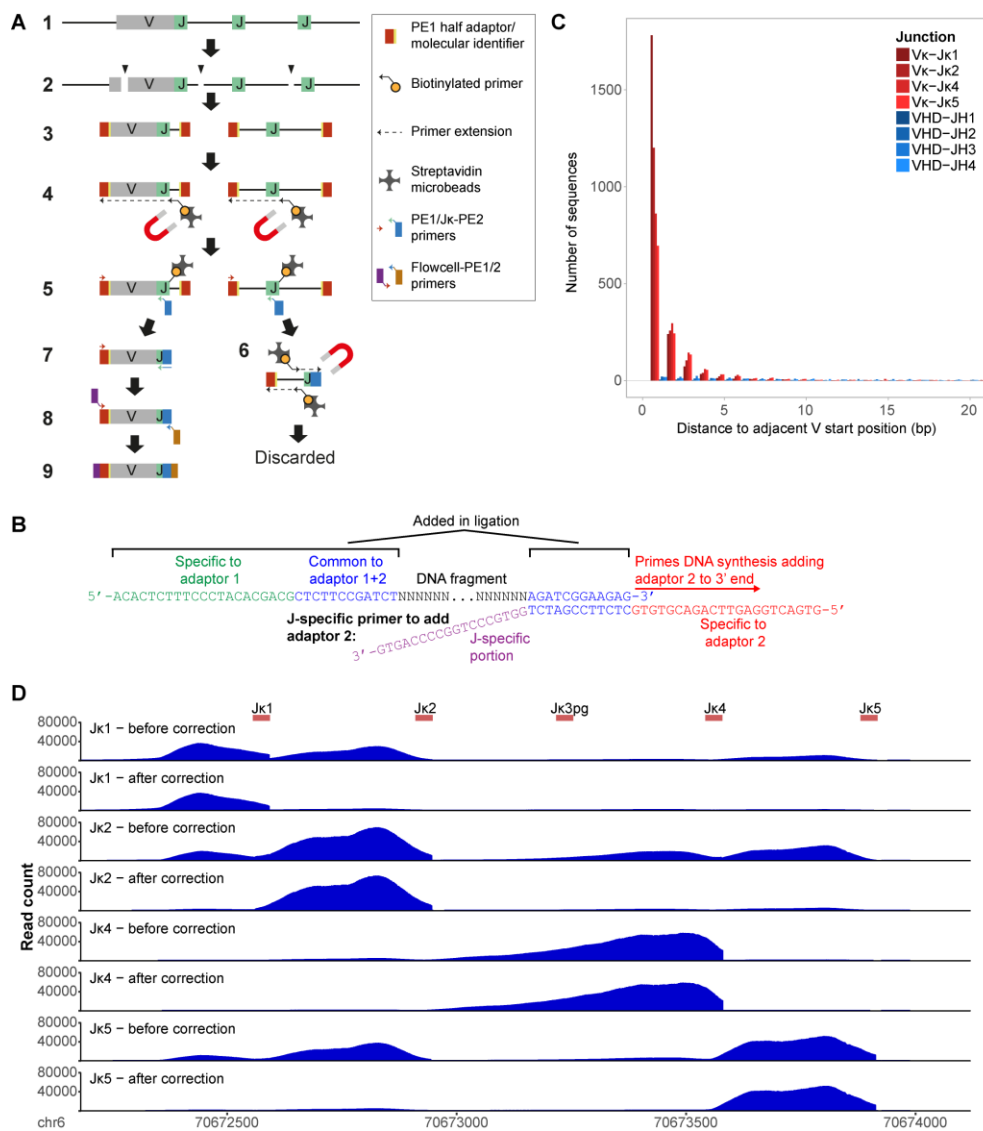

Supplementary Figure S1. Adaptation and optimisation of the VDJ-seq assay for the Igk locus. **(A)** Flowchart showing the optimised VκJκ-seq assay. 1. Vκ-Jκ recombined DNA. 2. Sonication to 400 bp (arrowheads) using Covaris E220. 3. End repair, A-tailing and ligation of adaptor 1 and molecular identifier. 4. Primer extension with biotinylated primers annealing downstream of each Jκ gene (dashed line) and enrichment of products using streptavidin-coated magnetic beads. 5. Limited enrichment of Jκ-containing products by PCR with PE1 and Jκ-PE2 primers. 6. Second primer extension with biotinylated primers annealing upstream of each Jκ gene and removal of unrecombined products. 7. Further enrichment of Jκ-containing products by PCR. 8. Addition of flowcell-binding portions of PE1 and PE2 adaptors by PCR. 9. Libraries ready for Illumina sequencing (2 x 100 bp). **(B)** Without carbon spacer, reverse adaptor added to the 3' end of all DNA fragments during ligation of adaptor 1 can be used as a primer in the later J-specific PCR reaction, allowing the addition of adaptor 2 to random DNA fragments and thus introducing background. **(C)** Total number of V reads across the five most common V(D)J junctions for each JH and Jκ gene, plotted based on their separation from the closest downstream V read associated with the same junction sequence. **(D)** Read counts across the Jκ region when the J gene is assigned before or after mis-priming correction. These reads originate from the incomplete depletion of germline sequences, and would be expected to map upstream of the J gene to which they are assigned.

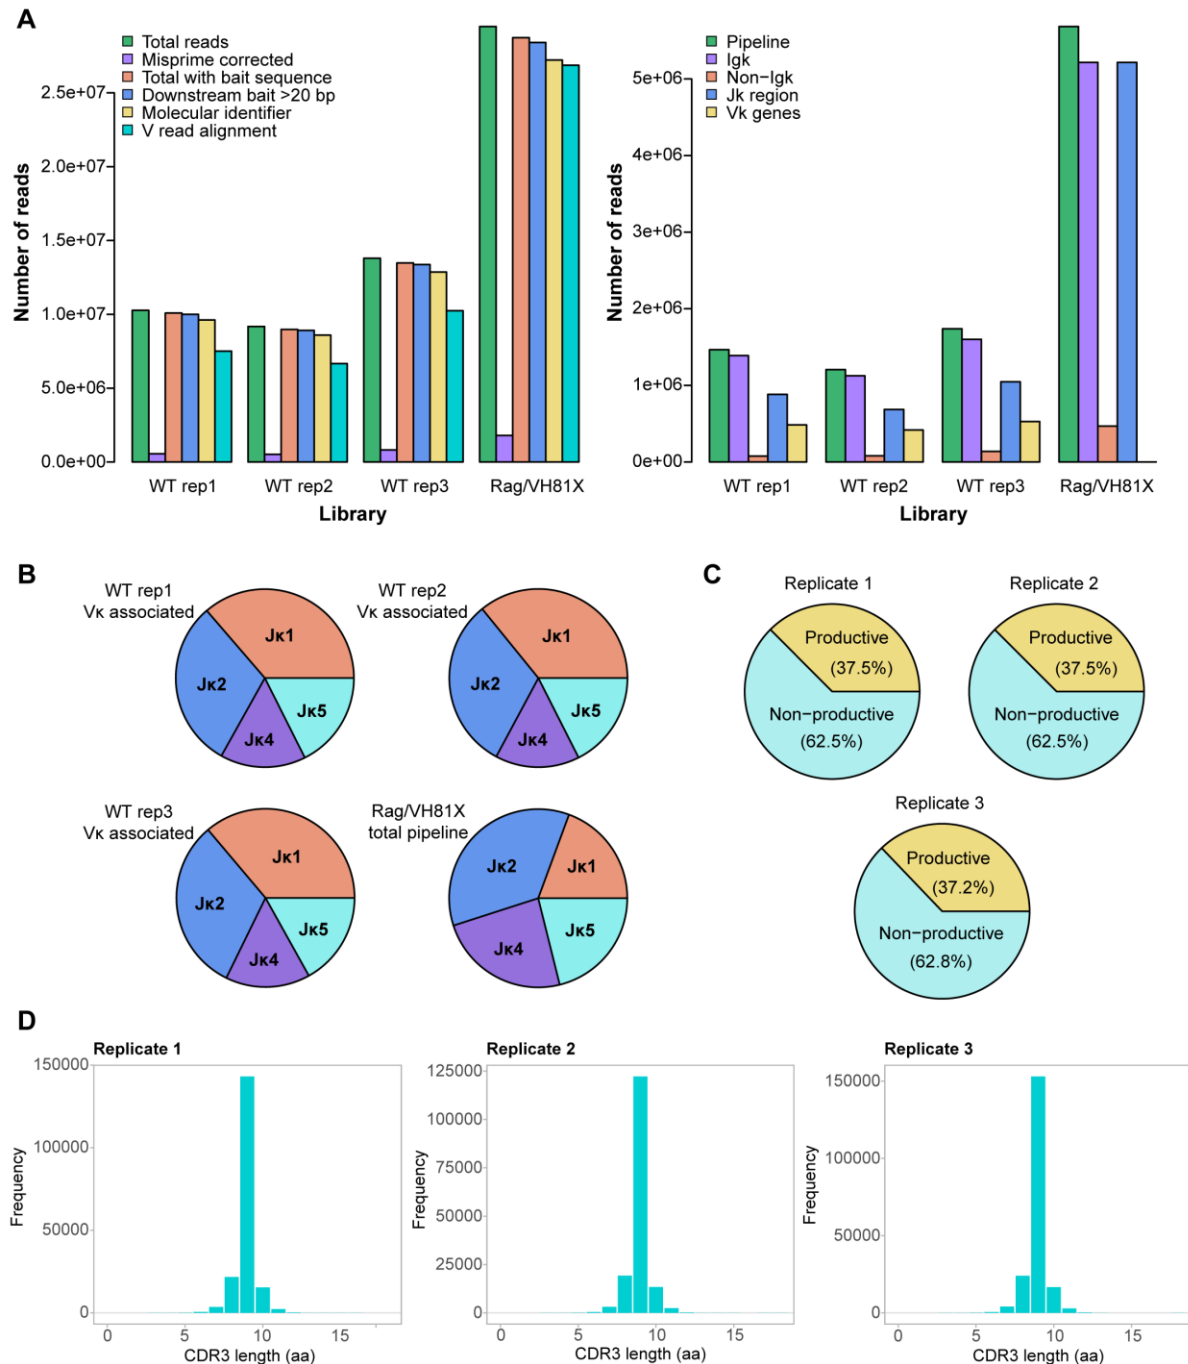

Supplementary Figure S2. Quality control for V κ J κ -seq libraries. **(A)** General statistics for each library. Left – total numbers of reads for each library passing each stage of the analysis pipeline, including the number of sequences corrected for mis-priming. Right – total number of V-end alignments remaining after deduplication, and the locations to which they map. **(B)** Proportion of reads associated with each J κ gene, after deduplication, including all alignments (Rag/VH81X) or only V κ alignments (WT replicates 1-3). **(C, D)** IMGT-HighVQUEST analysis of productivity **(C)** and CDR3 length **(D)** for merged V and J reads from each replicate.

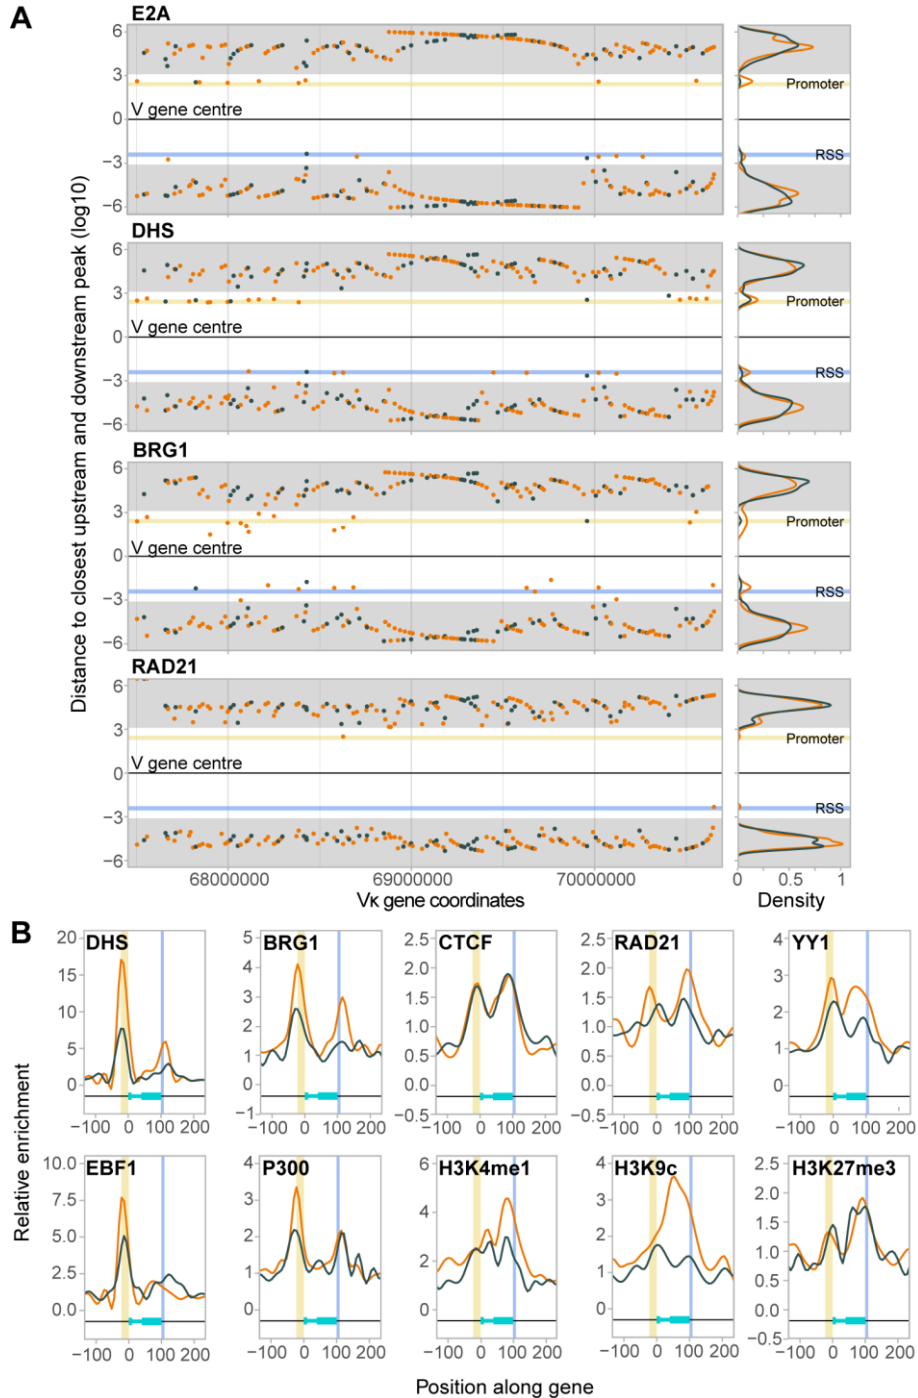

Supplementary Figure S3. Chromatin features associate with both the promoters and RSSs of active V κ genes. **(A)** Scatter plots and density plots showing the log₁₀-transformed distances of the closest ChIP-seq peaks both up- (+) and downstream (-) from the centre of active (orange) and inactive (dark grey) V κ genes. Yellow (promoter) and blue (RSS) shading indicates the range of distances within which 80% of the start and end sites of V κ genes, respectively, are located. Grey shading indicates a distance of > 1 kb from the V κ gene, based on the median V κ gene length (525 bp). **(B)** Average enrichment, relative to background, of chromatin features across all active (orange) and inactive (dark grey) V κ genes. Genes have been scaled such that 0 and 100 represent the start and end of the gene respectively. Yellow and blue shading indicates the location of the promoter and RSS respectively.

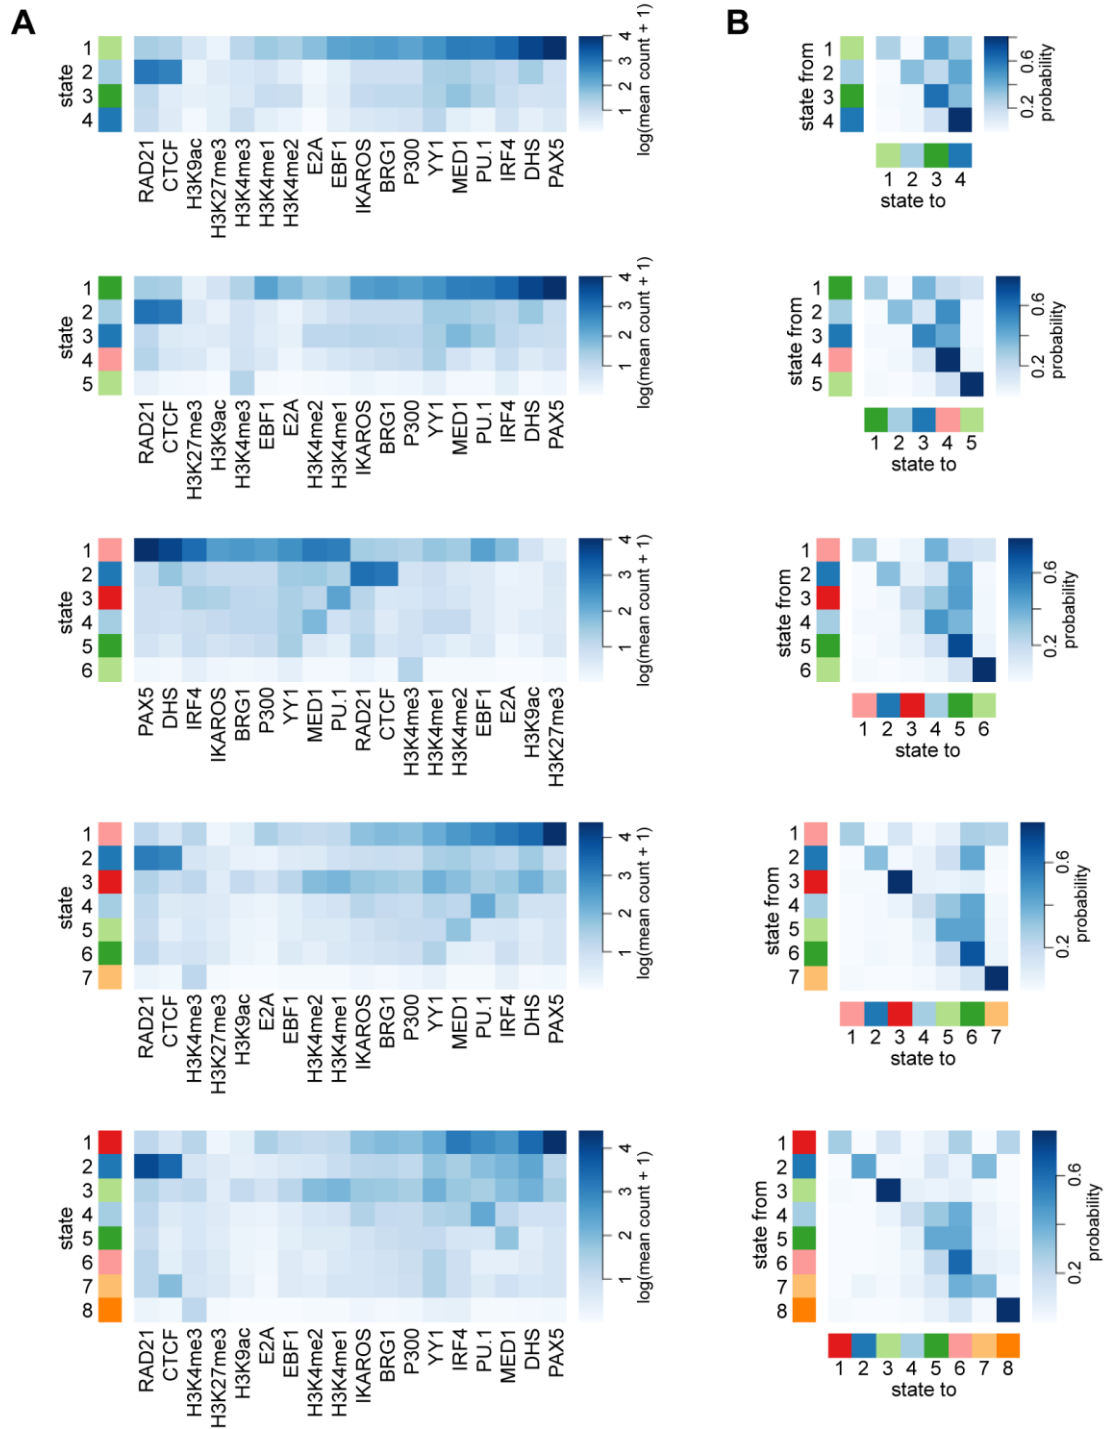

Supplementary Figure S4. Comparison of chromatin segmentation upon specifying varying numbers of states. **(A, B)** Feature enrichment **(A)** and transition matrices **(B)** for states identified by the EpiCseg algorithm when 4-8 states are specified. In comparison to the 3-state model (Figure 5A, B), when the number of states is increased, the additional states are comprised of subsets of the original three states **(A)**, with frequent transitions between similar states **(B)**, suggesting that they are not truly distinct.

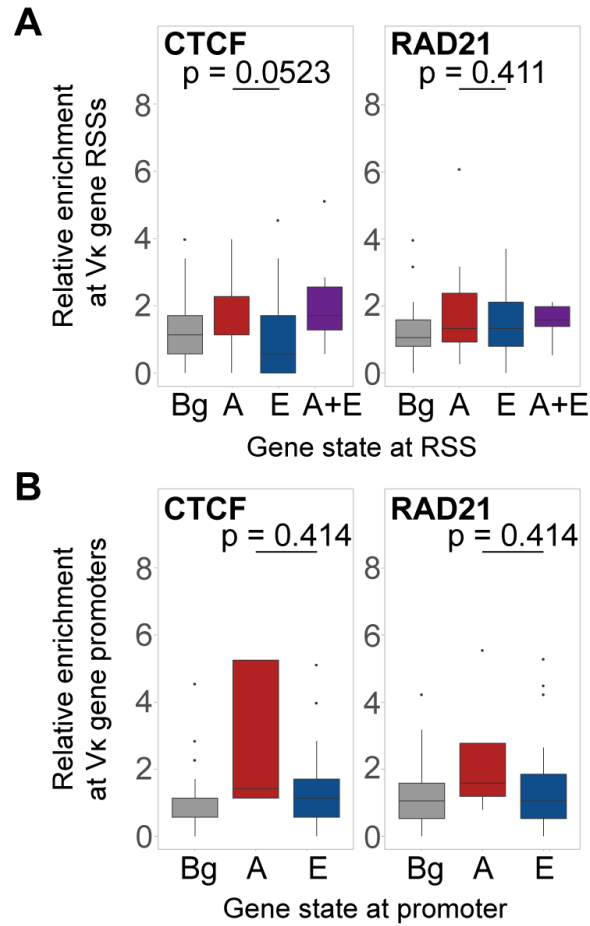

Supplementary Figure S5. Enrichment relative to background of chromatin features characteristic of the A state over Vκ RSSs (F) and promoters (G) associated with each state. Fdr-adjusted p values from a two-sided Wilcoxon rank sum test are shown for the difference in enrichment between A and E state-associated promoters or RSSs. All data is included for statistical testing, but to better visualise the data, some outliers are not displayed.

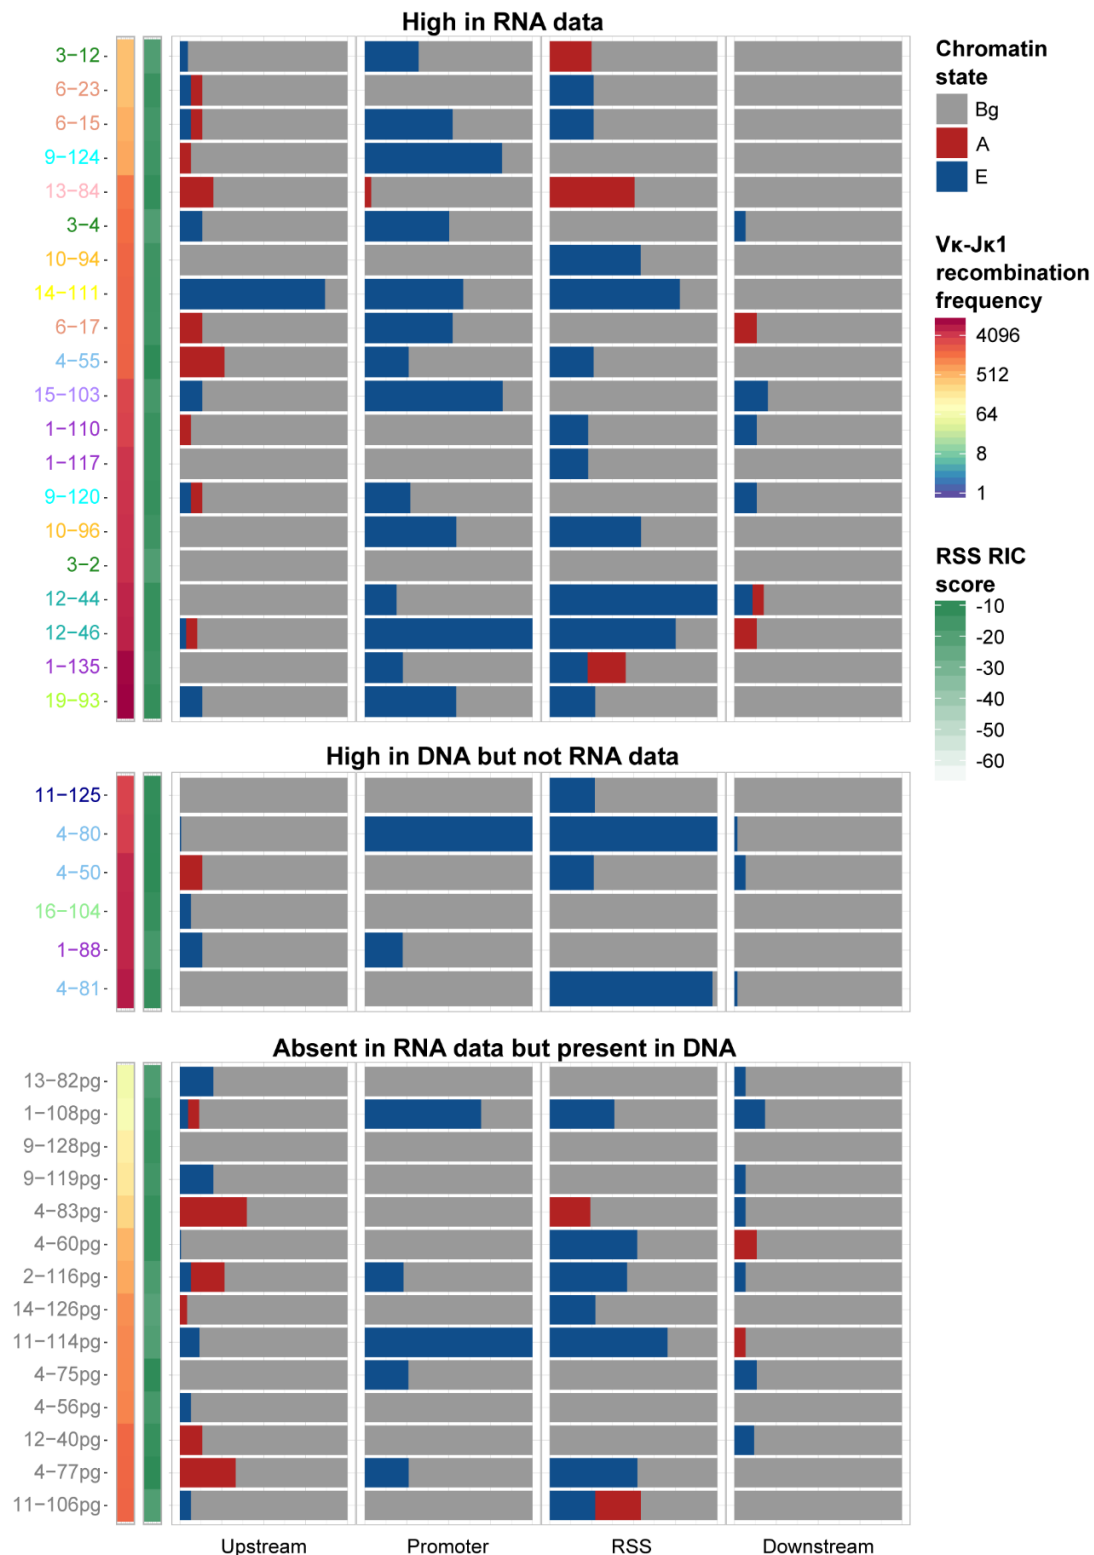

Supplementary Figure S6. Chromatin states of genes with high or low representation in the RNA repertoire. Proportion of each window around selected Vκ genes that are present at high or low frequency in the RNA repertoire (37). Each bar represents a single Vκ gene, indicated on the left, with the colour of the label denoting the Vκ gene family; pseudogenes (pg) are displayed in grey. Top: The top 20 genes in the RNA repertoire. Middle: Genes that are high in the DNA repertoire but low in the RNA repertoire. Bottom: Genes that are absent from the RNA repertoire but actively recombined in the DNA repertoire.

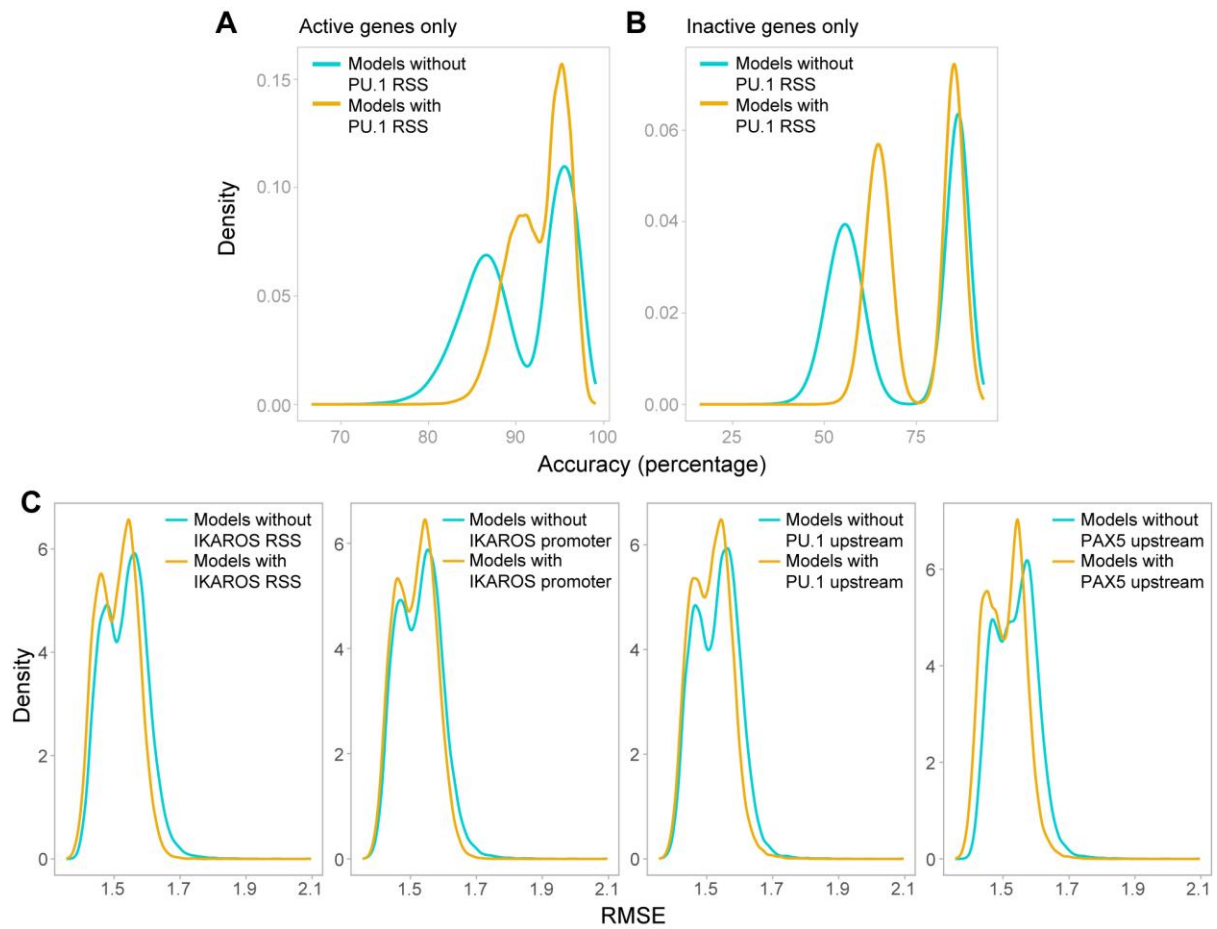

Supplementary Figure S7. Model selection for RF-C and RF-R. **(A, B)** Accuracy in predicting active **(A)** or inactive **(B)** genes in RF-C models that included PU.1 binding at the RSS compared to those that did not. **(C)** RMSE of RF-R models that included the indicated features that were identified as important, compared to those that did not

Supplementary Text S1. Optimisation and adaptation of the VDJ-seq assay for the Igk locus

Adaptations to the VDJ-seq assay

In addition to designing primers against the four functional J κ genes (J κ 1, 2, 4 and 5; Supplementary Table S4), modifications were made to improve the assay and to make it suitable for the Igk locus.

First, for the initial shearing, genomic DNA was sonicated to 400 bp rather than 500 bp, since the J κ genes are closer together than are the J H genes, and V κ J κ junctions are shorter than V H DJ H junctions. Second, a carbon spacer was added to the end of the reverse adapter, preventing it from being used as a primer in subsequent reactions (Supplementary Figure S1B) and thus reducing background. Third, the depletion step was performed after the enrichment and a limited number of PCR cycles. This was to ensure that V κ J κ rearrangements that are on DNA fragments also containing the depletion target sequence for the downstream J κ gene are not lost from the assay, and resulted in an increased enrichment in reads originating from recombined V κ J κ genes (data not shown). Finally, the V κ J κ rearrangements are much less diverse than V H DJ H rearrangements, firstly because they involve only two gene segments, and secondly because recombination is less imprecise due both to the lack of TdT expression, and thus vastly reduced incorporation of non-templated nucleotides (7, 8), and to the prevention of extensive nibbling of coding ends (9). In the Igh assay, unique recombination events were readily distinguished based on the sequence of the junction and the start location of the V H /D H read, which results from random DNA shearing. To determine whether this was also sufficient for the Igk assay, we identified the most commonly occurring junction sequences for each J κ gene, and mapped the V κ reads for each after deduplication based on the V read start position, as detailed below. This revealed greater than ten-fold more reads for commonly occurring V κ -J κ junctions compared to V H D-J H junctions (Supplementary Figure S1C). Moreover, for the V κ -J κ junctions the vast majority of V start positions were separated by only 1 bp from the V start position of the adjacent read, indicating that the assay was saturated and that it is not possible to distinguish identical rearrangements from PCR duplicates purely based on the junction sequence and the V κ mapping position. We therefore incorporated six random nucleotides into the adapters ligated onto the V κ end of each fragment, which will be sequenced at the start of the V κ reads, acting as molecular identifiers. These random nucleotides were followed by an anchor sequence of 6 or 7 bp preceding the T overhang to ensure efficient ligation; the use of two different anchor sequences was required to give sufficient diversity during sequencing.

The analysis pipeline was adjusted to take into account the molecular identifiers in calling unique recombination events. Analysis of the J κ reads for unrecombined fragments indicated that some mis-priming of J κ genes was occurring, similar to the J2-J4 mis-priming observed for the Igh assay (14). We identified the commonly occurring chimeric J κ reads within the unrecombined fragments, indicative of mis-priming, and corrected these through replacement of the primer sequence prior to calling the J κ gene (Supplementary Figure S1D).

Analysis of common junctions

For a preliminary V κ J κ -seq library, and one of our published Igh VDJ-seq libraries ((14); sample GSM2113574), we first excluded read 2 sequences whose 3' end mapped within the J or D (for Igh) regions, and then identified the 10 most commonly occurring read 2 sequences following the bait for each J gene; these sequences include the V(D)J junctions. We then

mapped the V ends (read 1) for each junction, and deduplicated based on the mapping position, generating a separate BAM file for each junction. From these, we examined the V alignments, to identify the 5 most common V(D)J rearrangements that had identical junctions, for each J gene. For each of these, we then calculated the distance from the start of each V alignment to the start of the closest V alignment in the 3' direction (with respect to the V gene) that was associated with the same junction. The distances for the 5 junctions analysed for a given J gene were pooled. If there are many V alignments for a given junction that all map very close to each other, this is an indication that the assay is saturated, since it is highly likely that some sequences with identical junctions and V mapping positions originated from different rearrangements, rather than as a result of PCR duplication.

Supplementary Text S2. Correction of V κ gene annotations

When examining the reads aligned to the V κ region, we noted some discrepancies when comparing to the gene annotations (based on NCBI Reference Sequence: NG_005612.1; available at https://www.ncbi.nlm.nih.gov/nuccore/NG_005612/). First, V κ 8-23-1 is annotated as being in the forward orientation, whereas all of the reads aligning to this gene were in the reverse orientation. 

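Vκ8-23-1 lies on the reverse strand of chromosome 6 in NCBIM37 from 70190421 to 70190704, as annotated after the authors' correction. Its RSS is CACAGTGCTTCAGCCTCCTACACAAACC, read on the reverse strand, at 70190393 to 70190420. It has a frequency of 1160.3 reads with Jκ1 (mean 1131 ± 114, SD, n = 3 scaled WT replicates). Its mappability is 32.9%, and the authors discarded multi-mapping reads.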

A strong RSS is located at the annotated start of the gene; moreover, alignment of the sequence to other V κ 8 family members indicated that the gene is, indeed, in the reverse and not the forward orientation. 

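Vκ4-60pg, a pseudogene on the reverse strand of chromosome 6 in NCBIM37, was annotated from 69413188 to 69413719 after the authors' correction. Its RSS is CACAGTGATACAGACTAGAACAAAAACT, read on the reverse strand, at 69413160 to 69413187. The gene had a frequency of 521.6 reads with Jκ1 (mean 531 ± 60.0, SD, n = 3 scaled WT replicates).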

Second, the reads aligning to V κ 4-60pg extended to cover approximately 100 bp downstream of the annotated gene end; we noted the presence of a strong RSS (RIC score -11.28) located 94 bp beyond the end of the gene. Alignment of the sequence to other V κ 4 family genes confirmed that this RSS marks the true 3' end of the gene. For both of these genes, we corrected the annotations before performing any further analyses.

How the deposited data were processed for this re-analysis (not part of the article)

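VκJκ-seq was analysed in mouse bone marrow pre-B cells, in 3 WT libraries made from pools of 15 mice each and in 1 Rag1-/-/VH81X library made from a pool of 9 mice. The deposited values are raw counts of de-duplicated reads for each of 162 Vκ genes and 4 Jκ genes. To make these counts, the authors trimmed the reads with Trim Galore, corrected mis-primed chimaeras, assigned reads to Jκ genes by the primer sequence, aligned the V reads to NCBIM37/mm9 with Bowtie, discarded multi-mapping reads, removed duplicates by molecular identifier, junction and V read start, and counted same-strand reads in windows of 750 bp. They also corrected the annotation of a pair of genes. The counts were not scaled between libraries and replicates were not pooled. RIC scores, mappability, ChIP-seq peak classes and chromatin states came from the paper's Table S1.

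The reference used for sequences was NCBIM37, the build the authors name. Of the 162 genes, 105 overlap a gene of the GENCODE M1 annotation, all on the same strand, and 99 carry the same name there. The RSS of a gene was read as 28 bases, with a heptamer of 7, a spacer of 12 and a nonamer of 9 bases. Its start was searched within about 10 bp of the 3′ end of the gene. The position that best matched the consensus heptamer and nonamer was kept.

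WT replicates held 417735 to 527461 Vκ reads. Chi-square values per degree of freedom between replicates of a Jκ gene ran from 3.33 to 5.79, so replicates differed by more than counting noise and each was counted as a separate sample. Poisson intervals cover counting error only.

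The 12 WT profiles (4 Jκ genes in 3 replicates) were compared in one model with edgeR 4.0.16 in R 4.3.3, using glmQLFit and glmQLFTest, over the 123 genes with at least 10 counts in at least 3 profiles. The total of a profile was its library size. This was a choice made here, since the authors scaled replicates to the one with the median number of reads, over all Jκ genes or for Jκ1 alone. The p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The standard error given for a fold change is its absolute value over the square root of the quasi-likelihood F, an approximation. Reads per 10000 were taken over the Vκ reads of a profile. The 4 profiles of a replicate come from the same library, which pairs profiles of the same number by origin. Deviations from the Jκ means had a mean correlation of 0.156 between profiles of the same number (from −0.031 to 0.386 over 18 pairs) and −0.078 between the others. The second value is largely fixed by the first, since deviations from a mean of 3 replicates cancel out.

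For the Vκ-Jκ1 repertoire, Jκ1 counts were scaled to the replicate with the median total and the median of the 3 replicates was taken. Active genes were called with the authors' one-sided binomial test at an adjusted p under 0.01. The authors took the total of reads over the entire Vκ region. Here the total over the Vκ genes stood in for it, since the counts used hold no reads between genes. Groups of genes were compared by two-sided permutation tests with 100000 permutations. Rank sum tests were exact where a group had under 10 genes. The comparison of 29 gene groups with the remaining genes used permutations for its small groups too. Frequencies were compared over active genes with mappability of at least 70% where the paper did so. Thus no normal approximation was used for small groups. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

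On simulated counts for the 123 genes of the comparison of Jκ1 with Jκ2, with 40 genes changed in each of 20 simulations, the edgeR test recovered 58.9% of 1.2-fold, 94.8% of 1.5-fold and 100% of 2-fold changes with profile totals as library sizes, and 13.8% of its calls were of unchanged genes. With the library sizes known, 61.2%, 94.8% and 99.6% were recovered and 3.3% of calls were of unchanged genes, so part of the small calls can come from changes in other genes. The simulated changes were at most 2-fold and in random directions. In the data 102 genes were called for this comparison, 42 higher and 60 lower with Jκ1, and many changes were larger. The 13.8% may thus understate the share of such calls in the data. Of 200 simulations of unrelated values, the permutation test gave a p under 0.05 in 2.5%.

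The samples, the tests of each result, their alternatives and the groups of genes were fixed before the data were examined, but the Jκ1 frequencies of Table S1 had been seen by then. The tests of technical and biological explanations were written after the counts had been opened, and those not named as chosen later were written before any edgeR result. The comparison of each of 29 groups with the remaining genes was added after the edgeR calls were seen. The genes named are the 10 active genes most used with Jκ1 and the 5 least used, functional inactive genes, active pseudogenes, genes the paper's text names, the 10 genes highest and the 10 lowest in Jκ1 against the downstream Jκ genes, the 3 highest and 3 lowest in each comparison among downstream Jκ genes, the highest and lowest gene of a family, class or set of equal RIC score, and the genes with Rag1-/- reads. Any other gene was named after its value was seen. Alternatives were TMM scaling and DESeq2 1.42.0, no filter on counts, the library as a block, a change above 1.5-fold, each replicate left out, reads of all Jκ genes, functional genes only, other limits on mappability, RIC and the binomial test, other scales and permutation within Vκ families. Added after the data were seen were thinning to 63903 reads, Fisher's exact test over 4 states, an adjustment over 4 comparisons, active genes with downstream reads and another rounding of group sizes. ChIP-seq enrichments, random forest models, productivity, the RNA repertoire and shares of all sequenced reads were not analysed here.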

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

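The tests below on the genes active with downstream Jκ genes were chosen after the result was seen.

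With reads joined to Jκ2, Jκ4 and Jκ5, which the paper did not use to call active genes, the binomial test called 116 genes active, of which 104 were also active with Jκ1. Of the 12 further genes, the functional ones were Vκ4-91 with 2002.1 downstream reads (median of 3 scaled replicates), Vκ7-33 with 1093.9, Vκ6-20 with 695.2, Vκ6-13 with 579.6, Vκ4-63 with 496.0, Vκ4-62 with 267.0, Vκ6-29 with 213.0 and Vκ8-26 with 129.8. The pseudogenes were Vκ3-8pg with 171.0, Vκ3-6pg with 141.3, Vκ1-35pg with 128.9 and Vκ3-11pg with 110.3. Vκ13-82pg was active with Jκ1 and not with the downstream Jκ genes.

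All 8 functional genes that were inactive with Jκ1 were thus active with downstream Jκ genes. The greater number of downstream reads does not account for it, since scaled to the Jκ1 total all 8 stayed above the Jκ1 threshold. Reads shared with active genes of the family would carry their Jκ1 share. The Jκ1 shares of Vκ6-13, Vκ6-20 and Vκ6-29 (2.18%, 4.09% and 7.2%) lay, in each of the 3 replicates, below that of every active Vκ6 gene (3 of 3 genes, lowest member Vκ6-15 with 12.84%), which argues against such reads as their only source. Reads shared with other Vκ4 or Vκ8 genes stay open, since 0 of 4 genes were parted in this way. Vκ4-91 (1.7%), Vκ4-62 (1.73%) and Vκ4-63 (1.19%) overlapped with Vκ4-92 (1.87%) between replicates, and Vκ8-26 (17.09%) lay above Vκ8-19 (5.0%). Vκ7-33 has no active family member to compare. A first look at mappability (median 98.2%, with 5 of 8 genes at 90% or more) was replaced by a comparison of shares over pooled reads, below every member in 6 of 7 genes, and this by the shares of each replicate. Whether the pattern comes from a lower affinity for Jκ1 or from repeated joining was not tested.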

How the results depend on the processing

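Thinning to equal depth was chosen after the data were seen. Of 257 recalculations of the results on groups and counts, 225 kept their direction and their side of the threshold or their size, 19 no longer passed, 3 newly passed, 8 moved in size and 2 turned direction. Of 396 values of single genes, 352 stayed, 16 no longer passed, 28 moved and 0 turned. These genes were named for the largest changes or for their Jκ1 frequency, which has no direction, so a turn was unlikely from the start. Of all 108 genes called between Jκ1 and the downstream Jκ genes, 99 kept their direction with TMM scaling and 105 with DESeq2. Counts of called genes were compared by their totals, so a shift between higher and lower genes was not scored. With reads of all Jκ genes, the relation with distance was 0.223, the p of strand usage 0.0276 and that of peaks at both sites against the RSS alone 0.151. Over functional genes only, the strand difference turned (permutation p = 0.603), and p was 0.32 for activity by state, 0.124 for the A and/or E state and 0.247 for both regions, while the Jκ1 share was 36.73%. Within Vκ families, the relation of Jκ1 use with distance turned to −0.06, and p was 0.349 for peaks at both sites against none, 0.197 against the promoter alone, 0.349 against the RSS alone, 0.0668 for the A and/or E state and 0.31 for both regions. There the Jκ1-minus-downstream change had a rho of 0.029 with distance, and pseudogenes differed by −0.818. Over active genes with mappability of at least 70%, the Jκ1 share was 37.62%, the rho of that change was 0.184 with distance and 0.144 with RIC, and the strand difference was 0.434. Being active rests on Jκ1 reads, so this restriction drops genes low with Jκ1. Thinned to the shallowest profile, the strand difference was 0.584. The lowest replicate r was 0.9867 on log2 values and 0.9876 over active genes. For a change above 1.5-fold, 58 genes were called for Jκ1 against Jκ2, 6 for Jκ2 against Jκ4, 12 for Jκ2 against Jκ5 and 1 for Jκ4 against Jκ5, since the test is stricter by construction. Leaving out a replicate gave adjusted p-values from 0.0286 to 0.0763 for the state at both regions, lost without replicate 2 or 3, and strand differences of the change from 0.586 to 0.649, none of which passed. Fewer genes enter the tests on functional genes; for the other changes the cause was not tested. With the replicate block, 104, 101, 107, 68, 75 and 54 genes differed in the 6 pairs of Jκ genes and 110 between Jκ1 and the downstream ones, and every gene called without the block stayed called. The lowest counts limit Vκ12-67pg and Vκ1-35pg, whose changes rest on 2 and 8 Jκ1 reads.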

Differences from the paper's values

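Adjusting over 4 comparisons, Fisher's exact test over 4 states and the rounding of group sizes were chosen after the values were seen.

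For strand usage the two-sided permutation p was 0.176, and the paper's value is about 0.46 in Fig. 2D, read by eye. The alternatives set before the data were examined fell within 1.5 times of it on the linear scale (0.468), over functional genes (0.603) and over genes with mappability of at least 70% (0.365). They did not with the t-test on log2 values (0.177), the rank sum test (0.184), a pseudocount of 10 (0.141), reads of all Jκ genes (0.0276) or any replicate left out (0.13 to 0.158).

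For activity by chromatin state, Fisher's exact test gave 1.81 in units of 1e-06, against the paper's value of about 5.5 in these units in Fig. 6A, read by eye. No alternative came within 1.5 times of it, from 0.019 with reads of all Jκ genes to 22.2 over genes with mappability of at least 70% and a p of 0.32 over functional genes. The test over 4 states gave 0.691 in these units.

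For genes with the A and/or E state against Bg, the unadjusted p was 0.0149, and the paper's adjusted value is about 0.042 in Fig. 6B, read by eye. Without replicate 2 (0.0294), without replicate 3 (0.0382) and with reads of all Jκ genes (0.0466) the value came within 1.5 times of it, as did the value adjusted over 4 comparisons (0.0298), chosen after the values were seen. It did not without replicate 1 (0.0143), over genes of any mappability (0.0243), over functional genes (0.124), within Vκ families (0.0668) or by mean log2 frequency (0.00182).

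For the A and/or E state at the RSS against Bg, the adjusted p was 0.0829 and the paper's value is about 0.13 in Fig. 6C, read by eye. It came within 1.5 times with each replicate left out (0.0931, 0.126 and 0.169) and over genes of any mappability (0.118), and not with reads of all Jκ genes (0.282), functional genes (0.298), within Vκ families (0.359) or by mean log2 frequency (0.0577).

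The paper states that the replicates of each Jκ gene clustered more closely together than with other Jκ genes. Here 11 of 12 profiles did so by nearest neighbour, and Jκ4 replicate 3 was nearest to a Jκ5 profile. With active genes only or a pseudocount of 10 it was 12 of 12. The paper reports no relation of the repertoire with distance or orientation. With reads of all Jκ genes, rho with distance was 0.223 and strand usage differed at p = 0.0276. With Jκ1 reads rho was 0.082 and the two-sided permutation p between strands was 0.176. There the strand difference turned over functional genes only, and the relation with distance turned within Vκ families. The results with reads of all Jκ genes were not checked in these ways.

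In the paper's Figure 9 legend the low, medium and high groups hold 23, 24 and 24 genes, against 24, 24 and 23 here. With sizes rounded down first, chosen after the values were seen, the groups held 23, 24 and 24 genes and ran from 117.2 to 972.8, 1006 to 1801 and 1880 to 9137 reads.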

Other observations

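The comparison of gene groups with the remaining genes, the interval for mappability and the splits within a library were chosen after the results were seen, as was the rule that a hypothesis is set aside only by a value past its spread, and thinning to equal depth was added once the data were in hand.

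Vκ genes were compared by position, strand and ChIP-seq peaks for their joins to Jκ1 against the downstream Jκ genes. In the 5′ part 16 of 34 genes were higher with Jκ1 and 10 lower (20 and 9 with TMM scaling), and in the 3′ part 12 of 48 were higher and 31 lower (19 and 26 with TMM scaling). On the forward strand 22 of 51 were higher and 18 lower (29 and 16 with TMM scaling), and on the reverse strand 23 of 72 were higher and 45 lower, but with TMM scaling 32 and 34. Of 17 genes with ChIP-seq peaks at both the promoter and the RSS, 12 were higher and 4 lower (mean log2 fold change 0.30, permutation p = 0.0083), or 15 and 2 with TMM scaling (mean 0.79). Of 48 without peaks 14 were higher and 30 lower, or 16 and 26 with TMM scaling. No group passed Benjamini-Hochberg adjustment over 29 groups (lowest adjusted p = 0.149), so these counts are descriptive.

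Across the 123 genes, which are not independent replicates, the Jκ1-minus-downstream log2 fold change was related to the RIC score (Spearman rho = 0.361, permutation p = 6e-05, adjusted p = 0.00024 by Benjamini-Hochberg over 4 relations) and to the distance from Jκ1 (rho = 0.212, permutation p = 0.0187, adjusted p = 0.0374 by the same method). The relation with distance was lost over active genes with mappability of at least 70% (rho = 0.184, permutation p = 0.0755) and within Vκ families (rho = 0.029, permutation p = 0.787). That upstream genes are left for later joins predicted a rho below 0, and none of these 3 values was. The prediction assumes that a first join removes the genes nearer to Jκ1. Of the 123 genes, 72 lie on the reverse strand and join by inversion, which does not delete the DNA between. The sign of rho thus cannot decide this question. The RIC score may act differently on joins to Jκ1, although over active genes with mappability of at least 70% rho was 0.144 (permutation p = 0.16). Active genes are called by their Jκ1 reads, so this restriction drops genes low with Jκ1. It can by itself weaken the relations with RIC and with distance, and it is no separate check of mappability. The functional genes dropped had a median RIC score of −19.94, against −13.17 for active functional genes. That pseudogene joins to Jκ1 are replaced by later joins stays open, since pseudogenes differed by −0.6 (permutation p = 0.129) and within families by −0.818 (p = 0.0132). Forward and reverse strand genes differed by 0.64 (permutation p = 0.0453, adjusted p = 0.0604 by Benjamini-Hochberg).

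The difference between the Jκ1 and downstream profiles does not come from read depth alone, since thinning to the shallowest profile left 107 genes called, of which 106 were among the 108 called with all reads. Whether reads shared between similar genes contribute cannot be told apart from no effect, since the median absolute change of genes with mappability under 90% minus that of genes at 100% was −0.18 (bootstrap 95% interval −0.64 to 0.28). Of 100 splits of the 12 profiles, 1 gave as many genes as the real one, itself (108, highest other 39). These splits ignore that the 4 profiles of a replicate share a library. Of 100 splits that exchange profiles only within a library, 1 again gave as many genes, the real one (highest other 62), a share under 0.05. The real split is always among the 100, and in the others the differences between Jκ genes add to the spread. A random exchange thus rarely gave as many calls, but chance is not excluded. In the comparisons of 2 Jκ genes, 1 of 10 splits, the real one, gave as many calls (102, 101, 105, 61, 75 and 46, highest other 0 in each), and 10 splits are too few for a share under 0.05.

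That Vκ use moves upstream from Jκ2 to Jκ5 with repeated joining predicted a negative relation with distance. The Jκ2-minus-Jκ5 change had a rho of 0.133 (permutation p = 0.141) over 123 genes, which decides neither way.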
